# Preanalytical considerations in quantifying circulating miRNAs that predict end-stage kidney disease in diabetes

**DOI:** 10.1172/jci.insight.174153

**Published:** 2024-06-24

**Authors:** Eiichiro Satake, Bozena Krolewski, Hiroki Kobayashi, Zaipul I. Md Dom, Joseph Ricca, Jonathan M. Wilson, Dave S.B. Hoon, Kevin L. Duffin, Marcus G. Pezzolesi, Andrzej S. Krolewski

**Keywords:** Nephrology, Chronic kidney disease, Diabetes, Noncoding RNAs

## Abstract

Our previous study identified 8 risk and 9 protective plasma miRNAs associated with progression to end-stage kidney disease (ESKD) in diabetes. This study aimed to elucidate preanalytical factors that influence the quantification of circulating miRNAs. Using the EdgeSeq platform, which quantifies 2,002 miRNAs in plasma, including ESKD-associated miRNAs, we compared miRNA profiles in whole plasma versus miRNA profiles in RNA extracted from the same plasma specimens. Less than half of the miRNAs were detected in standard RNA extraction from plasma. Detection of individual and concentrations of miRNAs were much lower when RNA extracted from plasma was quantified by RNA sequencing (RNA-Seq) or quantitative reverse transcription PCR (qRT-PCR) platforms compared with EdgeSeq. Plasma profiles of miRNAs determined by the EdgeSeq platform had excellent reproducibility in assessment and had no variation with age, sex, hemoglobin A1c, BMI, and cryostorage time. The risk ESKD-associated miRNAs were detected and measured accurately only in whole plasma and using the EdgeSeq platform. Protective ESKD-associated miRNAs were detected by all platforms except qRT-PCR; however, correlations among concentrations obtained with different platforms were weak or nonexistent. In conclusion, preanalytical factors have a profound effect on detection and quantification of circulating miRNAs in ESKD in diabetes. Quantification of miRNAs in whole plasma and using the EdgeSeq platform may be the preferable method to study profiles of circulating cell-free miRNAs associated with ESKD and possibly other diseases.

## Abstract 2

Compared to traditional platforms, the EdgeSeq platform appears superior for the detection and quantification of end-stage renal disease-associated miRNAs in whole plasma.

## Introduction

miRNAs are short noncoding RNA molecules that can regulate gene expression and protein synthesis both in the cells that produce them and, potentially, in distant cells acting via secretion into circulation (1). Over 2,600 human miRNAs are known (2), and their up- and downregulation result in alterations in translation of many proteins (3–5). Indeed, miRNAs target and regulate approximately 60% of human protein-coding genes (6). In addition to their substantial intracellular functions, most miRNAs are also found in circulation as circulating cell-free miRNA (cfmiRNA) or encapsulated in exosomes. Although the biological functions of circulating cfmiRNAs are still unclear, they can be candidate biomarkers or causal factors involved in the pathogenesis of various diseases (1, 7). Our previous study examined 2,083 cfmiRNAs in individuals with diabetic kidney disease (DKD) using a high-throughput HTG Molecular Diagnostics EdgeSeq direct miRNA platform and identified 17 novel miRNAs associated with declining kidney function and progression to end-stage kidney disease (ESKD) (8). These ESKD-associated miRNAs were detected in whole plasma and comprised 8 risk and 9 protective miRNAs. Several other cfmiRNAs associated with DKD and declining kidney function have been reported (9–11). The findings to date are discrepant and require confirmation in additional studies and validation in additional cohorts. However, before such studies are conducted, preanalytical issues that affect the detectability and accuracy of quantification of cfmiRNAs must be established so that meaningful comparisons can be made.

In the current study, we focused on 3 preanalytical issues that may affect the quantification of cfmiRNAs in plasma. The first issue is variability in detectability and concentration of cfmiRNAs in whole plasma without prior RNA extraction versus miRNAs in RNA extracted from plasma. The second issue is variation in detectability and concentration of miRNAs resulting from application of different platforms for quantification of miRNAs, such as RNA sequencing (RNA-Seq), quantitative reverse transcription PCR (qRT-PCR), and HTG EdgeSeq. Whereas the first 2 platforms require prior extraction of RNA from plasma, the latter does not and allows for cfmiRNA profiling in whole plasma. Many published reports have used these different platforms; however, no major published study has compared results obtained across each of these platforms. The third issue is the impact of clinical confounding factors on miRNA concentration in plasma. Several studies have shown the impact of clinical phenotypes such as age, sex, BMI, and hemoglobin A1c (HbA1c) level on concentrations of cfmiRNAs or in specific tissues (12–20). However, the findings are inconsistent. Extraction of miRNA from plasma is in general not a robust, efficient process, so miRNAs expressed at low levels are often lost. The EdgeSeq direct assay without extraction of miRNA from plasma overcomes this process. Quantification of cfmiRNAs in these studies was determined by different platforms and different biospecimens were used. Our current study focused on the 3 preanalytical issues outlined above and investigated their impact on detectability and quantification of cfmiRNAs in plasma, with a particular focus on our previously reported 17 ESKD-associated miRNAs (8). Very few published reports have attempted to address these questions (21–23), and most importantly, none have examined these in the context of ESKD in diabetes.

## Results

### Profiling of miRNAs in whole plasma and in RNA extracted from plasma.

Detection and quantification of cfmiRNAs vary according to platforms used to measure miRNAs and whether measurements are performed in whole plasma or in RNA extracted from plasma. To study the performance of these platforms, plasma specimens from 4 panels of individuals with diabetes were used. Table 1 shows the clinical characteristics of individuals included in these panels. Overall, 4 platforms were used to measure concentration of cfmiRNAs in whole plasma and in RNA extracted from plasma. 

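The 8 individuals of Panel 1 were each measured in 4 sets of libraries, 32 in all: whole plasma by EdgeSeq, and extracted RNA by EdgeSeq, RNASeq_1, and RNASeq_2. The qRT-PCR platform was not analysed here. EdgeSeq took 15 µL of whole plasma directly. RNA for EdgeSeq and RNASeq_1 came from 180 µL of plasma, and RNA for RNASeq_2 was extracted separately by the company with TRIzol from 200 µL according to the methods, where the sample labels give 200 mL. Total counts per library were 437321 to 4902308 in whole plasma (median 4215559.5), where replicate 8 had the lowest total and the others lay at 2980431 and above. Extracted RNA by EdgeSeq gave 854094 to 2028969 counts (median 1257679), RNASeq_1 323716 to 4971355 (median 1097879), and RNASeq_2 1564153 to 8635241 (median 3470166.5). A miRNA without a single count could at these totals still have had up to 6.86, 3.51, 9.27, and 1.92 CPM in the shallowest library of each set, the level at which 3 counts would be read. These limits, and the intervals on percentages, cover counting error only.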

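In whole plasma, 1889 to 2079 of the miRNAs on the EdgeSeq panel were read at over 1 CPM in each of the 8 libraries, and 1677 of them in every library. A miRNA was called detectable where at least 7 of 8 libraries passed that level. Raising the level moved the number of detectable miRNAs most, to 913 at 10 CPM and 213 at 100 CPM. The miRNA at the middle of the panel had from 4 to 724 counts per library, a range of 181-fold, while library totals ranged 11.2-fold. Without replicate 8 these ranges were 31.5-fold and 1.64-fold. The 5 most abundant miRNAs took 18.2% to 68.3% of the counts of a library.

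**Figure D1:**
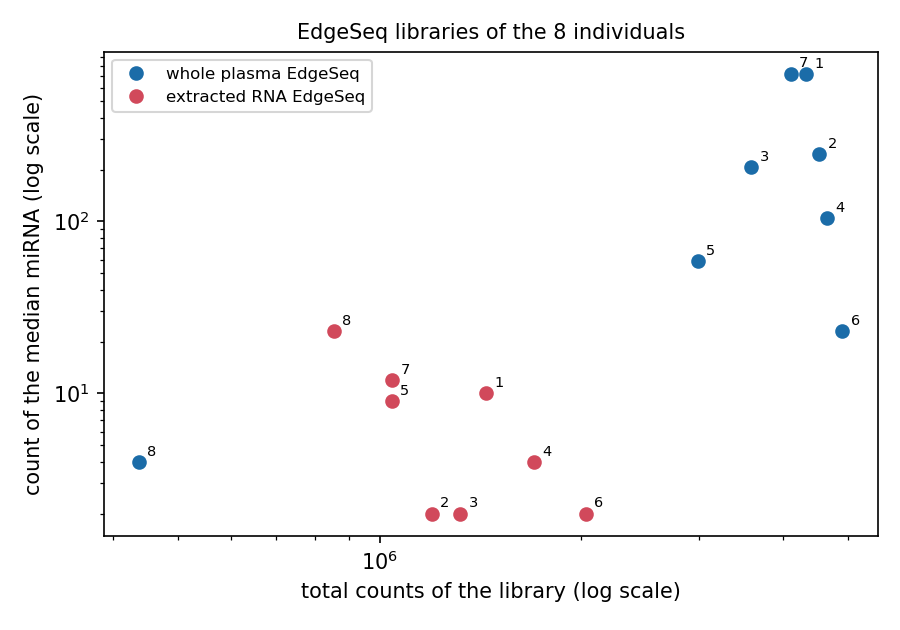
Count of the median miRNA (vertical, log scale) against the total counts of the library (horizontal, log scale) for the EdgeSeq libraries of the 8 individuals, numbered, in whole plasma and in extracted RNA. The median counts lie between 4 and 724 in whole plasma and between 2 and 23 in extracted RNA.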

As shown in Table 2, the HTG EdgeSeq platform detected 2,002 out of the 2,083 miRNAs measured on this platform in whole plasma. This number of cfmiRNAs and their concentrations will be considered reference values in this report. In RNA extracted from plasma, the same platform detected only 930 miRNAs (46% of all reference miRNAs); 1,072 plasma miRNAs were no longer detectable following RNA extraction. 

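In extracted RNA, 934 miRNAs were detectable by EdgeSeq under the same rule, 930 of them reference miRNAs (46.5%) and 4 detectable only there. The remaining 1072 reference miRNAs (53.5%) fell under the rule. Between 988 and 1922 miRNAs passed the level in a single library, and 731 passed it in all 8. With only 4 of 8 libraries required, 1595 were detectable, and with a raw count of at least 10 required 484 were. All 17 ESKD-associated miRNAs were detectable in both specimens by EdgeSeq.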

In the same RNA, the RNA-Seq using 2 different small RNA (sRNA) sample preparation kits (RNASeq_1 and RNASeq_2) detected 13% and 22% of all reference miRNAs. 

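Detection by RNA-Seq required 4 of 8 libraries, although the wording of a figure legend in the paper would require 5. RNASeq_1 detected 320 miRNAs, of which 263 were on the EdgeSeq panel and 262 were reference miRNAs (13.1%). For RNASeq_2 the numbers were 579, 446, and 439 (21.9%). Both RNA-Seq platforms detected 233 of the reference miRNAs, and at least 1 of them detected 468. With 5 of 8 libraries required, the number of detectable reference miRNAs stayed within 1.5-fold on both RNA-Seq platforms. If RNA-Seq was held to the 7 of 8 libraries used for EdgeSeq, 151 reference miRNAs remained detectable by RNASeq_1 and 287 by RNASeq_2. Some miRNAs of RNASeq_1 had nearly the same counts as another, and counting each such pair once, a choice made after the data were seen, raised the detectable reference miRNAs from 262 to 266, as the counts left out lower each library's total.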

A slightly higher proportion (27%) of reference miRNAs was detected by qRT-PCR in RNA extracted from pooled plasma specimens.

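The mean log2 CPM of the detectable reference miRNAs had a median of 5.01 in whole plasma, 4.66 in extracted RNA by EdgeSeq, 5.76 by RNASeq_1, and 4.71 by RNASeq_2. The spread differed more than the median, with interquartile ranges of 1.40, 3.01, 5.22, and 5.74 log2 units in the same order. Mean levels given by the authors for these miRNAs lay above the mean of the log2 values by a median of 0.91, 0.52, 1.18, and 0.74, and differed from edgeR's average log CPM of the raw counts by -0.070, 0.000091, -0.021, and -0.0099.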

Figure 1 shows distributions of detected miRNAs according to their concentration determined by the different platforms in whole plasma and in RNA extracted from plasma and RNA-Seq library sample preparation kit. Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.174153DS1) provides results, detectability, and concentration, for each of the reference miRNAs measured by these different platforms and kits.

Figure 2 compares the concentration of miRNAs detected in RNA extracted from plasma measured by different platforms and different RNA-Seq library preparation kits over concentration of miRNAs in whole plasma measured by EdgeSeq. Figure 2A shows a volcano plot of FCs of the concentrations of cfmiRNAs in RNA extracted from plasma compared with concentrations of miRNAs in whole plasma measured using the EdgeSeq platform. Concentrations of miRNAs measured in the 2 specimens were different. Out of 930 miRNAs that were detected in both specimens, 53 (5.7%) miRNAs had significantly lower concentrations (i.e., lower FC) in extracted RNA than in whole plasma, and 46 (4.9%) miRNAs had concentrations significantly higher (i.e., higher FC) in extracted RNA than in whole plasma. 

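By edgeR with TMM factors and Bonferroni adjustment over the 930 tested miRNAs (two-sided), 20 had lower and 28 higher concentrations in extracted RNA than in whole plasma, and 361 had an unadjusted p below 0.05. The log2 FC had a median of -0.095. The adjustment moved the counts most, to 116 lower and 125 higher after Benjamini-Hochberg. Scaling changed the balance: 28 lower and 4 higher with library totals only, where the median was -1.39, 49 and 11 with upper quartile factors (median -0.89), 53 and 46 with limma voom, quantile normalization, and sample weights, which are the methods the paper names, and 38 and 24 without the weights. Of the 48 miRNAs past the threshold, 44 also passed it by voom, all in the same direction. Leaving out replicate 8 gave 36 lower and 54 higher, and leaving out any other gave 13 to 19 lower and 10 to 14 higher. Among miRNAs that moved in the same direction in all 8 individuals, the largest log2 FCs were those of miR-1290 (8.98, SE 1.30, adjusted p 0.000121) and miR-654-5p (7.07, SE 1.06, adjusted p 0.000266) upward, and of miR-6870-3p (-7.93, SE 0.86, adjusted p 3.68e-07) and miR-1287-5p (-7.30, SE 0.94, adjusted p 1.51e-05) downward. Mean levels went from 127 ± 115 CPM to 9488 ± 9863 CPM for miR-1290, from 299.6 ± 157 CPM to 16622 ± 7916 CPM for miR-654-5p, and from 16113 ± 14080.4 CPM to 70.4 ± 70.3 CPM for miR-1287-5p. For miR-654-5p the adjusted p from edgeR was 0.101 when all 4 sets were fitted together.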

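Among the 262 reference miRNAs that RNASeq_1 detected, 20 lower and 13 higher concentrations than in whole plasma passed the threshold in edgeR (122 before adjustment, median log2 FC -0.58). Library totals only gave 12 lower and 14 higher (median -0.15), upper quartile factors 19 and 22, DESeq2 60 and 18 (median -1.19), and voom with quantile normalization and sample weights 38 and 33 (median 0.40). Fitting the individuals as blocks left 6 higher, and leaving out replicate 2 or replicate 4 left 8. RNASeq_2 gave 34 lower and 58 higher of 439 (259 before adjustment, median -0.78), against 58 lower and 42 higher with upper quartile factors (median -1.78), 146 and 48 by DESeq2 (median -1.96), and 63 and 63 by voom (median 0.10). By RNASeq_1, all 8 individuals were higher for miR-486-5p (5.56, SE 1.01, adjusted p 0.00141) and let-7b-5p (4.14, SE 0.63, adjusted p 6.72e-05), and lower for miR-1287-5p (-10.85, SE 1.19, adjusted p 9.93e-08) and miR-4429 (-7.88, SE 0.81, adjusted p 2.07e-08). The value of miR-486-5p is uncertain, since RNASeq_1 gave it 2215424 counts and miR-486-3p 2213339, while RNASeq_2 gave 1423854 and 1742. Both miR-486-5p and let-7b-5p had an adjusted p of 1 in edgeR when every miRNA detectable in whole plasma was tested. That fit cannot decide about a rise, since most of its miRNAs were not detectable by RNASeq_1 and its median log2 FC was -9.85. By RNASeq_2, the largest FCs shared by all 8 individuals belonged to miR-142-5p (7.70, SE 1.12, adjusted p 9.85e-05) and miR-144-3p (7.18, SE 0.95, adjusted p 1.67e-05) upward, and to miR-197-5p (-12.24, SE 1.64, adjusted p 2.36e-05) and miR-1287-5p (-10.75, SE 1.33, adjusted p 4.71e-06) downward.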

A lower number of cfmiRNAs were detected and more discrepant concentrations were found when cfmiRNAs in RNAs extracted from plasma were measured by RNASeq_1 and RNASeq_2 (Figure 2, B and C). Figure 2D shows a comparison of cfmiRNA concentrations in whole plasma measured by the EdgeSeq platform (*N* = 8) and in extracted RNAs from pooled plasma measured by qRT-PCR (*N* = 40). Whereas only 379 cfmiRNAs were detected using both platforms, substantial discrepancies in their concentration were observed.

### Profiling of ESKD-associated miRNAs in whole plasma versus in RNA extracted from plasma.

Table 3 compares concentrations of the 17 ESKD-associated cfmiRNAs determined by different platforms in whole plasma and in RNA extracted from plasma and different RNA-Seq library preparation kits. 

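In whole plasma the mean log2 CPM of the risk miRNAs ran from 7.44 for miR-6722-3p to 13.80 for miR-197-5p, and that of the protective miRNAs from 6.09 for miR-378d, which lay near the median of its libraries, to 13.29 for miR-22-3p. In extracted RNA by EdgeSeq the ranges were 4.16 to 10.92 and 3.33 to 13.31. RNASeq_1 detected 1 risk and 7 protective miRNAs, and RNASeq_2 2 and 8. For miR-22-3p the levels were 12704 ± 7649 CPM in whole plasma, 11457 ± 5569 CPM in extracted RNA by EdgeSeq, 44512 ± 19631 CPM by RNASeq_1, and 19491 ± 10950.4 CPM by RNASeq_2. Taking edgeR's average log CPM instead of the mean moved 0 of 52 such levels by more than 1 SD. A hairpin was found in the annotation (GRCh37) for 13 of the 17, among them MIR1287 at chromosome 10, 100154975 to 100155064, in an exon of PYROXD2, MIR4447 at chromosome 3, 116569124 to 116569214, in an intron of LSAMP, MIR197 at chromosome 1, 110141515 to 110141589, in an exon of GNAI3, MIR378A at chromosome 5, 149112388 to 149112453, in an intron of PPARGC1B, and MIR378D1 at chromosome 4, 5925002 to 5925055, in an intron of C4orf50.

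**Figure D2:**
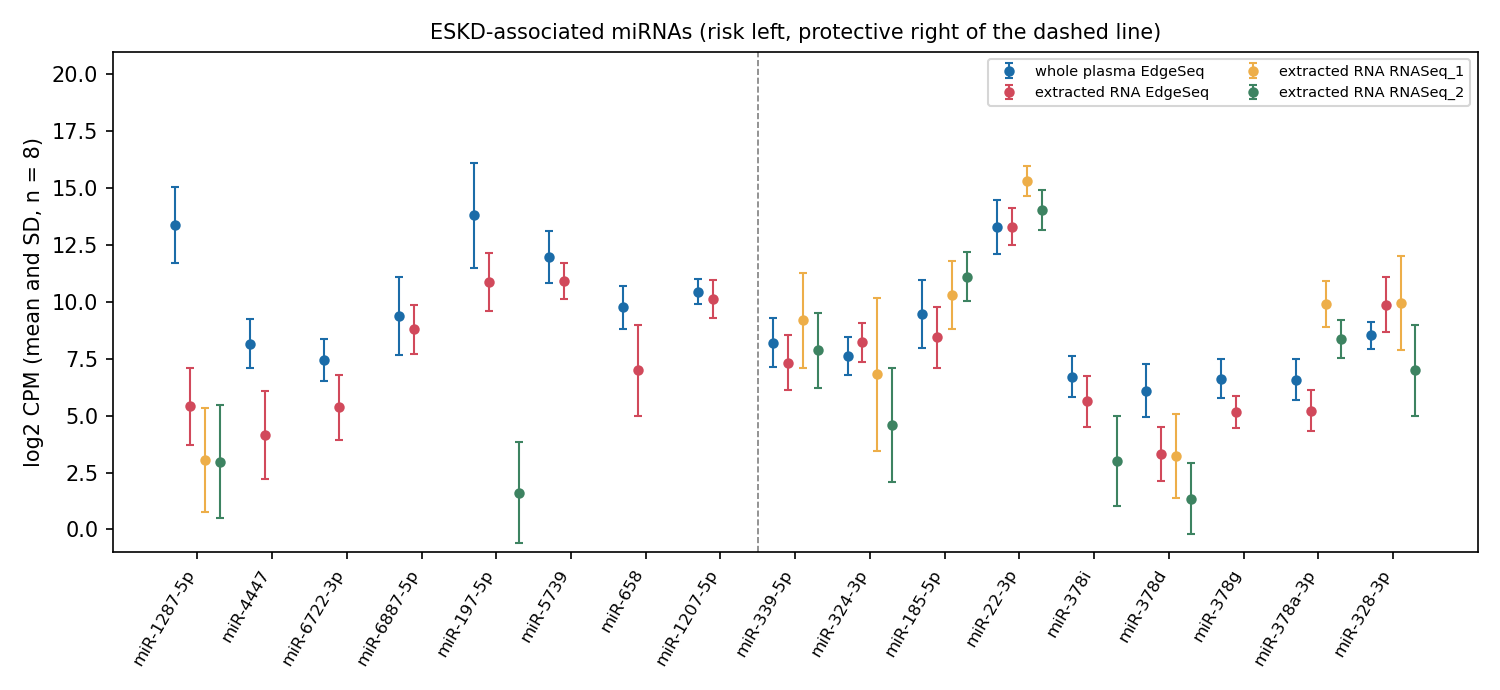
Mean log2 CPM (vertical) of each ESKD-associated miRNA on each platform where it was detectable, with the SD over 8 libraries as bars. The 8 risk miRNAs stand left and the 9 protective miRNAs right of the dashed line, and by RNA-Seq only miR-1287-5p and miR-197-5p appear among the risk miRNAs.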

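Averaged over the 8 risk miRNAs and scaled by library totals, extracted RNA differed from whole plasma by -2.74 log2 units (SD 1.89, exact two-sided sign-flip p 0.0156), with 7 of 8 individuals below 0 and replicate 8 at 1.67 (the others -4.24 to -2.38). TMM factors moved this most, to -1.33 (exact p 0.0312), and the median of all tested miRNAs differed by -1.55 on library totals and -0.17 with TMM factors. In edgeR over all tested miRNAs, 2 risk miRNAs were lower past the threshold, miR-1287-5p and miR-4447 (log2 FC -2.85, SE 0.58, adjusted p 0.0275). The adjusted p of miR-4447 ranged from 1.74e-05 by DESeq2 to 0.757 without a filter on detection, and was 0.0871 with individuals as blocks and 0.0537 without replicate 6. Adjusted over the 17 ESKD-associated miRNAs alone, 3 risk miRNAs were lower, the third being miR-197-5p (-2.76, SE 0.84, adjusted p 0.0466 over these, 1 over all, lower in 6 of 8), and 4 were lower before adjustment. With individuals as blocks, miR-197-5p was at -1.51 with an unadjusted edgeR p of 0.0483, which does not pass adjustment over the 17. Without blocks, the log2 FC was below 0 for 5 and above 0 for miR-6887-5p (0.27), miR-5739 (0.018), and miR-1207-5p (1.36), the miRNAs for which replicate 8 stood apart in whole plasma. Replicate 8 does not account for the sign of miR-1207-5p, which stayed at 0.86 to 1.47 whichever replicate was left out. Under library totals, and under the methods the paper names, all 8 lay below 0, with 3 and 3 past the threshold; by voom miR-658 joined them (-2.34, adjusted p 0.0462).

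**Figure D3:**
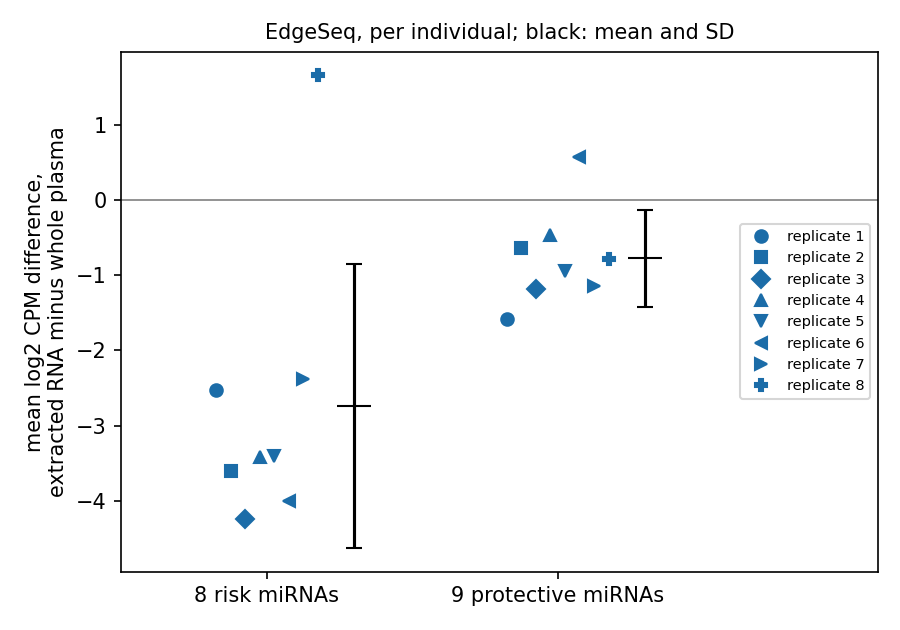
Mean log2 CPM difference by EdgeSeq, extracted RNA minus whole plasma (vertical), in each of the 8 individuals for the 8 risk and the 9 protective miRNAs, scaled by library totals, with the mean and SD in black. For the risk miRNAs, 7 individuals lie below 0 and 1 lies at 1.67.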

Among risk cfmiRNAs, the EdgeSeq platform detected all 8 risk miRNAs in RNA extracted from plasma; however, their concentrations were significantly lower than in whole plasma. These miRNAs were hardly detected by the RNA-Seq and qRT-PCR platforms. 

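RNASeq_1 read miR-4447, miR-6887-5p, miR-5739, and miR-658 with no count in any of 8 libraries. Taking 3 counts as the most that a count of 0 allows, their CPM was at least 12.9-fold, 9.17-fold, 119.6-fold, and 69.2-fold lower than by EdgeSeq in whole plasma in the individual with the weakest limit (median limits 96.2, 282, 1621, and 303). These limits do not part a loss on extraction from a difference between the platforms. By EdgeSeq all these miRNAs were detectable in extracted RNA. At most 6 counts of miR-6722-3p and 8 of miR-197-5p were read in a library by RNASeq_1, and miR-1207-5p passed 1 CPM in 3 libraries. The replicate that stood apart in whole plasma for miR-6887-5p, miR-5739, and miR-1207-5p was replicate 8. Detectable by RNASeq_1 was miR-1287-5p alone, at 20.7 ± 30.8 CPM and 0 to 93 counts. RNASeq_2 listed miR-1287-5p (16.2 ± 15.0 CPM, 0 to 404 counts) and miR-197-5p (6.56 ± 9.39 CPM, over 1 CPM in 5 of 8) and no other risk miRNA.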

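Over the 9 protective miRNAs, the mean difference by EdgeSeq on library totals was -0.77 log2 units (SD 0.65, exact two-sided sign-flip p 0.0234), below 0 in 7 of 8 individuals. With TMM factors it turned to 0.64 (exact p 0.203), and quantile normalization brought it to -0.0093 (exact p 0.953). The difference of the risk miRNAs from the protective ones in the same individuals, a comparison chosen after the data were seen, was -1.97 (SD 2.12, exact p 0.0391), and its exact p was 0.0781 without replicate 2, 3, 4, 5, or 6. In edgeR none of the 9 passed the threshold by EdgeSeq over all tested miRNAs (2 before adjustment), and 2 were higher when adjusted over the 17 ESKD-associated miRNAs alone, miR-324-3p (2.24, SE 0.61, adjusted p 0.0168) and miR-328-3p (2.82, SE 0.72, adjusted p 0.00815). Over the 17 alone, neither passes by weighted voom (unadjusted p 0.00796 and 0.00798) or in edgeR on library totals (0.346 and 0.0112). Both pass by DESeq2 (unadjusted p 8.34e-05 and 6.49e-06) and in edgeR with individuals as blocks (0.00262 and 0.000154). Over all tested miRNAs, DESeq2 placed miR-328-3p past the threshold (adjusted p 0.00604). By RNASeq_1, miR-378a-3p (2.78, SE 0.58, adjusted p 0.0106) was higher in all 8 individuals. Its adjusted p was 0.104 with individuals as blocks and 0.0521 without replicate 2, and ranged from 8.85e-05 by voom to 1 with every miRNA detectable in whole plasma tested. Most miRNAs of that last fit were not detectable by RNASeq_1, so it cannot decide about a rise. By RNASeq_2, miR-378i (-3.26, SE 0.69, adjusted p 0.0290) and miR-378d (-4.41, SE 0.87, adjusted p 0.0118) were lower. Both had an adjusted p of 1 in the wider test of miRNAs detectable in whole plasma, of which RNASeq_2 lists 810. For miR-378i, whose level in extracted RNA by EdgeSeq stood apart in replicate 8, it was 0.265 with blocks, 0.523 on library totals, and 0.0652, 0.102, and 0.0523 without replicates 2, 3, and 6 in turn. For miR-378d, where replicate 5 stood apart in that specimen, it was 0.0185 with blocks, 0.0514 on library totals, and 0.0809 without replicate 6. Adjusted over the 10 ESKD-associated miRNAs tested there alone, RNASeq_2 also gave miR-324-3p (-2.40, SE 0.72, adjusted p 0.0258), where replicate 1 stood apart, and miR-378a-3p (1.75, SE 0.50, adjusted p 0.0162). Among the protective miRNAs detectable on every platform, the log2 FC by RNASeq_2 changed sign between scalings for miR-185-5p (0.98 by edgeR, -0.23 by voom), miR-22-3p (0.64 and -1.69), and miR-339-5p (-0.16, and 0.027 on library totals).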

In striking contrast, among the 9 protective miRNAs, 6 of them (miR-339-5p, miR-324-3p, miR-185-5p, miR-22-3p, miR-378a-3p, and miR-328-3p) were detected by HTG EdgeSeq and RNA-Seq platforms, and they had similar concentrations independent of whether whole plasma or RNA extracted from plasma was used. qRT-PCR produced very discrepant results relative to the other examined platforms.

The concentrations of 17 ESKD-associated miRNAs determined by each platform in RNAs extracted from plasma and RNA-Seq library kit were correlated with concentrations of these miRNAs in whole plasma determined by EdgeSeq platform (i.e., reference concentrations). The results are shown in Supplemental Table 2. 

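Levels in whole plasma and in extracted RNA were correlated over the 8 individuals for 35 pairs of miRNA and platform, with exact two-sided permutation p over 40320 pairings. After Benjamini-Hochberg adjustment over all of them 0 passed 0.05, and 4 did before adjustment, 0 of which were risk miRNAs. Scaling by TMM factors within each platform moved this most among the scalings, leaving 1 before adjustment. Without replicate 7, 1 passed after adjustment, and without replicate 8 2 did, with 3 risk miRNAs then passing before adjustment. For the risk miRNAs by EdgeSeq, r lay between -0.505 and 0.406 and rho between -0.167 and 0.310 (smallest exact p 0.197, adjusted p 0.531). Leaving out the 2 farthest individuals gave r 0.860 for miR-197-5p, against 0.0710 with all 8, and 0.884 for miR-658, against 0.406. Each r that was negative with all 8 then turned positive, from 0.000566 for miR-1287-5p to 0.746 for miR-6722-3p (-0.228 and -0.217 with all 8). That of miR-6887-5p went from -0.505 to 0.513. By RNASeq_1, miR-1287-5p had r 0.273 (exact p 0.547, rho 0.108 with exact p 0.806, r 0.407 without the 2 farthest individuals, adjusted p 0.873). By RNASeq_2 it had r -0.0278 (exact p 0.939, rho 0.132 with exact p 0.758, r 0.227 without the 2 farthest individuals, adjusted p 0.973), and miR-197-5p had r -0.362 (exact p 0.383, rho -0.342 with exact p 0.410, r 0.0915 without the 2 farthest individuals, adjusted p 0.706).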

The concentration of risk miRNAs determined in whole plasma did not correlate with the concentration of these miRNAs determined in RNA extracted from plasma. On the other hand, the concentration of protective cfmiRNAs determined in whole plasma correlated with the concentration of some of the cfmiRNAs determined in RNA extracted from plasma. However, correlation coefficients varied widely, from no correlation to strong correlation, likely due to the small number of individuals (*n* = 8) used in this analysis.

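The relations with p below 0.05 before adjustment all belonged to protective miRNAs, and none passed after it. In extracted RNA by EdgeSeq, miR-185-5p had r 0.824 (exact p 0.0154, rho 0.857 with exact p 0.0107, r 0.692 without the 2 farthest individuals, adjusted p 0.180), miR-22-3p r 0.838 (exact p 0.00955, rho 0.595 with exact p 0.132, r 0.593 without the 2 farthest individuals, adjusted p 0.167), and miR-328-3p r 0.799 (exact p 0.0235, rho 0.786 with exact p 0.0279, r 0.539 without the 2 farthest individuals, adjusted p 0.206). By RNASeq_1 the relation of miR-22-3p was negative, with r -0.839 (exact p 0.00709, rho -0.857 with exact p 0.0107, r -0.642 without the 2 farthest individuals, adjusted p 0.167). Across the protective miRNAs r ran from -0.0858 to 0.838 by EdgeSeq, from -0.839 to 0.591 by RNASeq_1, and from -0.143 to 0.672 by RNASeq_2, where the smallest exact p was 0.0571.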

### Stability of miRNA level in whole plasma according to duration of storage.

The duration of storage of archived specimens used in research could affect the stability of cfmiRNAs and their observed association with various diseases. To assess this, we examined the correlation between the concentration of cfmiRNAs in plasma and variable storage time (ranging from 4 to 14 years) of these specimens at –80°C. The Spearman correlation coefficients are shown in Figure 3A as a volcano plot. Only a small number of miRNAs showed significant (after Bonferroni adjustment) positive correlations with duration of storage. Among ESKD-associated cfmiRNAs, 3 (miR-6887-5p, miR-658, and miR-1207-5p) showed nominal correlation with increasing duration of storage, though these were not statistically significant (Supplemental Table 3). We also assessed stability of miRNAs after freeze/thaw cycles (Figure 3B), which indicates that most miRNAs were stable even after multiple cycles.

### Changes in concentrations of miRNAs in whole plasma of individuals during follow-up observations.

Figure 4 shows comparisons of concentrations of cfmiRNAs in plasma obtained at baseline and follow-up examinations in individuals with T1D. The mean duration between baseline and follow-up visits was 4.3 years. Surprisingly, no significant change in the concentration of plasma cfmiRNAs was observed in individuals who did not progress to ESKD during follow-up (Figure 4A). In contrast, in individuals who progressed to ESKD, plasma concentration of 5 risk ESKD-associated cfmiRNAs (miR-197-5p, miR-6887-5p, miR-1287-5p, miR-6722-3p, miR-4447) significantly increased, and concentration of 4 protective ESKD-associated cfmiRNAs (miR-378a-3p, miR-378d, miR-378g, and miR-378i) significantly decreased during follow-up (Figure 4B). Of note, no other reference cfmiRNAs significantly increased or decreased during follow-up among individuals who progressed to ESKD.

### Clinical characteristics and whole-plasma concentration of miRNAs.

Associations between plasma cfmiRNA profiles and disease risk may be influenced by demographic and/or clinical factors. Figure 5, A–C, show volcano plots for Spearman correlation coefficients between concentration of 2,002 miRNAs in whole plasma and 3 clinical characteristics that are important prognosis factors of ESKD (age, BMI, and HbA1c). After adjustment for multiple comparisons, none of these characteristics was associated with concentrations of cfmiRNAs in plasma, including the 17 ESKD-associated cfmiRNAs (Supplemental Table 4). Similarly, concentrations of cfmiRNAs were not different between men and women (Figure 5D).

## Discussion

This study examined preanalytical factors that may affect quantification of cfmiRNAs in plasma in individuals with diabetes. We discovered that measuring miRNAs in whole plasma without prior RNA extraction versus RNA extracted from plasma, the platform used for quantification, and the sRNA library preparation kit all had profound impacts on the detectability and accuracy of miRNA determinations. In contrast, long-term storage of plasma at –80°C had minimal impact on concentration of cfmiRNAs. Similarly, clinical variables, such as age, sex, BMI, and HbA1c, were not associated with concentration of cfmiRNAs in plasma. These findings highlight challenges and considerations in validating findings across studies, including our findings and their implementation in the prediction of risk of ESKD, where sample preparation methods, miRNA quantification platforms, sRNA library preparation, and potential confounders may differ.

Because the EdgeSeq platform quantifies miRNAs in biofluids both with and without prior extraction of RNA, we were able to compare miRNA profiles in whole plasma (a reference) and in RNA extracted from plasma. Significant differences were found between the 2 isolation approaches. First, RNA extraction reduced the number of detectable cfmiRNAs by 46%, and second, concentrations of many detectable cfmiRNAs in RNA extracted from plasma were different from those in whole plasma. Several factors may account for loss of cfmiRNAs in RNA extracted from plasma. In whole plasma, miRNAs are generally found within extracellular vesicles, such as exosomes, or associated with RNA-binding proteins and lipoproteins such as Argonaute-2 or HDL-cholesterol (24–26). These miRNAs are protected from degradation by RNases found in plasma, and their concentrations are stable for long periods, as shown in this study. A large proportion of reference miRNAs were not detected in extracted RNA from plasma, most likely due to their degradation or, perhaps, their selective removal during RNA extraction. TRIzol, or similar reagents used for RNA extraction, for example, may directly degrade miRNAs or their binding proteins and, thereby, lead to their degradation (27). The RNA extraction procedure logistics has a greater loss of low-level cfmiRNA recovery, whereas the direct assay allows better recovery. 

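From the reference miRNAs missing in extracted RNA, the paper proposes that they were degraded or selectively removed during extraction, and states that extraction loses more of the low-level cfmiRNAs. In the EdgeSeq libraries, reference miRNAs detectable in extracted RNA had a median level in whole plasma of 6.06 log2 CPM, and those not detectable 4.66, a difference of 1.40. Requiring 10 CPM moved the difference most, to 1.98. With the reference miRNAs parted into 5 groups by their level in whole plasma, 6.73% (95% Wilson interval 4.67 to 9.62) of the lowest group, at 3.50 to 4.50 log2 CPM, were detectable in extracted RNA, then 12.8%, 33.8%, and 81.2%, and 97.8% (95.8 to 98.8) of the highest, at 6.37 and above. RNASeq_1 detected 2.24% of the lowest and 32.4% of the highest group, and RNASeq_2 7.73% and 37.7%. A fixed minimum of CPM removes low levels first even where the loss is equal at every level, so these shares cannot show a loss that is greater at low levels. Except in replicate 8, whole plasma was sequenced to higher totals than extracted RNA by EdgeSeq. With every library thinned to 323716 counts, 1851 miRNAs were detectable in whole plasma and 732 of these in extracted RNA by EdgeSeq. At that total a single read exceeds 1 CPM, so the rule then asks only for any read. The same holds without thinning for replicate 8 by EdgeSeq in both specimens.

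**Figure D4:**
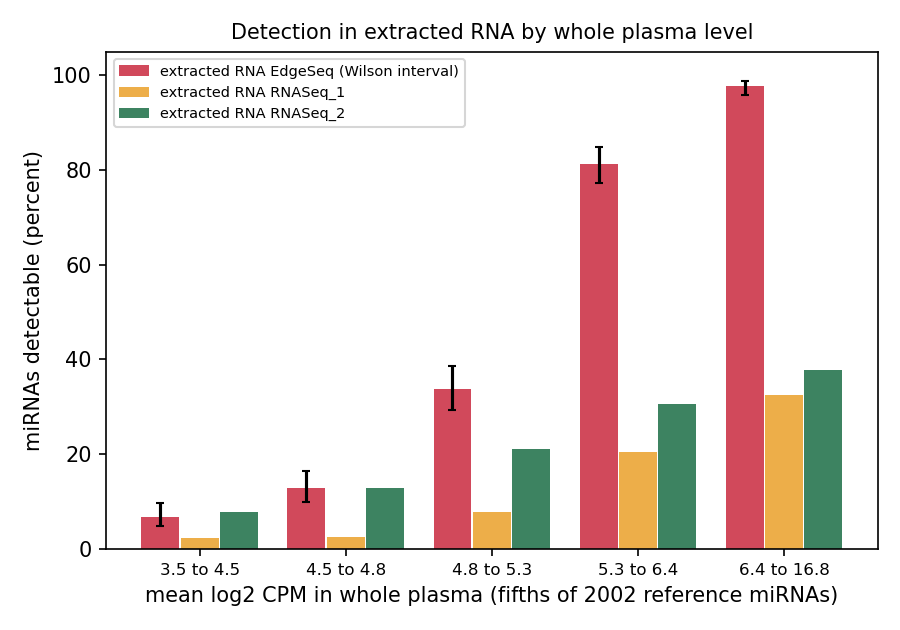
Percent of reference miRNAs detectable in extracted RNA (vertical) by EdgeSeq, RNASeq_1, and RNASeq_2 in 5 groups of their mean log2 CPM in whole plasma (horizontal). Bars for EdgeSeq carry 95% Wilson intervals and rise from 6.73% to 97.8%, while those of RNASeq_1 reach 32.4%.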

Regarding the selective removal of miRNAs during RNA extraction, Kim et al. previously reported that miRNAs with low guanine-cytosine content (i.e., GC content) are lost during RNA extraction (27). Also the direct extraction assay of plasma picks up exosomes containing miRNA. Our research supports that observation (Supplemental Figure 1).

The detectability and concentration of cfmiRNAs determined in RNA extracted from plasma varied significantly across miRNA profiling platforms and sRNA library preparation kits. In this study, 3 platforms, EdgeSeq and RNA-Seq with 2 sRNA sample preparation kits (SeqMatic’s TailorMix miRNA Sample Preparation Kit V2, RNASeq_1; and Illumina’s TruSeq Small RNA Sample Prep Kit, RNASeq_2), were compared. sRNA libraries prepared using the TailorMix kit detected 262 (28%) and sRNA libraries prepared using the TruSeq kit detected 439 (47%) out of 930 reference miRNAs detected by EdgeSeq in plasma that was first subjected to RNA extraction.

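The paper states that detectability and concentration in extracted RNA varied with the platform and the library kit. Of the 930 reference miRNAs detectable by EdgeSeq in extracted RNA, RNASeq_1 detected 238 (25.6%) and RNASeq_2 329 (35.4%). A further 24 and 110 reference miRNAs were detected by RNASeq_1 and RNASeq_2 but not by EdgeSeq in extracted RNA, and 218 were detectable in all 4 sets. The 20 most abundant miRNAs of whole plasma held 61.1% of its counts, and 10 of them had no count by RNASeq_1 and were not listed by RNASeq_2, with names matched as written. In extracted RNA by EdgeSeq the 20 most abundant held 77.2%, and 4 had no count by RNASeq_1 and were not listed by RNASeq_2. The miRNA with the highest mean CPM in whole plasma, miR-6126, stood at 135317 ± 90698 CPM and had 0 counts by RNASeq_1, a zero that allows at most 3 counts per library. In extracted RNA by EdgeSeq, miR-6131 reached 248719 ± 121139 CPM, against 0 counts by RNASeq_1 and at most 5 in a library by RNASeq_2. The highest mean CPM by RNASeq_1 was that of miR-486-5p (125034 ± 102236 CPM, nearly equal to miR-486-3p there), although miR-423-5p had a higher mean log2 CPM (16.69 against 16.55). By RNASeq_2 the highest mean CPM was that of miR-423-5p (189765 ± 107914 CPM), which the EdgeSeq panel does not measure.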

The large discrepancies in detectability and quantification of cfmiRNA among these platforms can be accounted for by multiple factors, including 1) technical bias such as different protocols and kits for RNA preparation, 2) adapter ligation bias, 3) use of different T4 RNA ligases, and 4) PCR bias during cDNA amplification, resulting from differing PCR efficiencies while amplifying molecules of different length and secondary structure (28). The qRT-PCR platform, considered the gold standard for mRNA/gene expression profiling, has also been used to quantify cfmiRNAs. Unfortunately, in this study, this platform was the least effective in detecting ESKD-associated cfmiRNAs. Although mechanisms responsible for these different results can be studied further, the 3 platforms are not suitable for detection and quantification of cfmiRNAs associated with ESKD.

EdgeSeq is a next-generation sequencing–based miRNA profiling platform that measures miRNAs in whole plasma, including exosomal and protein/lipid-bound cfmiRNAs. Only approximately 15 μL of plasma is needed to measure 2,083 candidate mature miRNAs. Other cfmiRNA extraction assays described above require in general several milliliters of plasma. The samples are run on the HTG EdgeSeq processor using the EdgeSeq miRNA Whole Transcriptome Assay, in which an excess of nuclease protection probes complementary to each miRNA hybridize to their target. Libraries are sequenced on a next-generation high-throughput sequencer, such as a NextSeq 550 (Illumina), for quantification. Our study detected 2,002 out of 2,083, i.e., 96%, of all miRNAs on this platform. Measurement of the concentrations of these cfmiRNAs was extremely highly reproducible. Furthermore, the concentrations of almost all miRNAs were similar when measured in baseline and follow-up samples of whole plasma collected approximately 4 years apart from a large group of individuals. It is important to note that in individuals who progressed to ESKD during 7–15 years of follow-up, substantial changes in miRNA concentrations occurred almost exclusively in ESKD-associated miRNAs; i.e., the concentrations of 4 protective cfmiRNAs decreased during follow-up, and the concentrations of 5 risk ESKD-associated cfmiRNAs increased during follow-up. These findings imply that ESKD-associated miRNAs changed with declining kidney function and progression to ESKD.

We found no significant correlation between the concentrations of cfmiRNAs in whole plasma and clinical variables/confounders such as age, BMI, HbA1c, and sex. These findings conflict with previous reports that showed modest association of very specific cfmiRNAs with some clinical characteristics (13–16). However, as reviewed in Supplemental Table 5, the reported findings were inconsistent; i.e., there were no specific cfmiRNAs associated with clinical variables that were replicated among those studies. Importantly, the comparison of our findings with those in the prior studies is difficult because those studies profiled cfmiRNAs following RNA extraction and included variable biospecimens and various platforms for quantification of circulating miRNAs. Our study found many miRNAs associated with clinical variables at nominal significance; however, the findings became statistically insignificant when appropriate adjustments for multiple comparisons were applied. Importantly, the results reported in most of the previous publications (summarized in Supplemental Table 5) were not adjusted for multiple comparisons.

Interestingly, all ESKD-associated cfmiRNAs were detected in whole plasma as in RNA extracted from plasma using the EdgeSeq platform. Concentrations of the risk cfmiRNAs detected in RNA extracted from plasma, however, were substantially lower than those in whole plasma; in contrast, concentrations of protective miRNAs were similar irrespective of whether RNA extraction was used. Similar patterns were seen when cfmiRNAs were quantified using RNA-Seq or qRT-PCR platforms. One noticeable difference was that the risk ESKD cfmiRNAs were not detectable at all in RNA extracted from plasma. The above findings provide evidence that the ESKD-associated risk cfmiRNAs are “lost” not only during extraction of RNA from plasma but also during sRNA library processing. This vulnerability is not seen for ESKD-associated protective cfmiRNAs, which may reflect ligation bias, GC contents of miRNAs, and primary sequence or secondary structure difference between risk and protective ESKD-associated miRNAs. Another potential reason is a difference in the miRNA carrier between risk and protective cfmiRNAs. cfmiRNAs are found in free form and can be carried in blood by 3 forms: 1) extracellular vesicles (e.g., exosome), 2) Argonaute proteins (e.g., Ago2), and 3) lipoproteins (e.g., HDL-cholesterol). Arroyo et al. and Turchinovich et al. showed that the majority of nuclease-resistant extracellular miRNAs in plasma are outside exosomes and are bound to the Ago2 protein (24, 29). It is possible that RNA extraction reagent denatures or impacts the Ago2 protein, leading to degradation of risk ESKD-associated miRNAs during the process. Further research is needed to clarify the carriers of ESKD-associated cfmiRNAs and the stabilities of exosomal and protein-bound cfmiRNAs in circulation. This inference is not true for ESKD-associated protective miRNAs. It is possible that the striking differences for the ESKD risk cfmiRNAs versus the protective ones are due to different carriers of these cfmiRNAs. Further work is needed to fully understand this observation as there are no recent publications that could explain these findings.

The discrepant results obtained for the 17 ESKD-associated cfmiRNAs determined in whole plasma versus in RNA extracted from plasma and different concentrations of these cfmiRNAs according to miRNA quantification platforms have important implications for future translational research. At present, the EdgeSeq platform is the only platform to reliably measure concentration of ESKD-associated cfmiRNAs in whole plasma and, therefore, is the only platform that can reliably be used to study the mechanisms through which these cfmiRNAs impact disease processes leading to progressive kidney function decline and ESKD in diabetes. Similarly, this platform is the best to determine cfmiRNAs as good predictors of ESKD.

Finally, some limitations of our study should be considered. The weakness of our study is that plasma specimens from only 8 individuals were used. An increased number of individuals included in this study might improve correlation between protective ESKD-associated cfmiRNAs determined in whole plasma and in RNA extracted from plasma. Furthermore, because we focused on individuals with diabetes who had risk of progression to ESKD, the generalizability of our findings is uncertain regarding other diseases as they would be associated with other specific miRNAs. Additionally, our study assessed cfmiRNA profiles in plasma specimens; as such, it is not clear whether similar results will be found if cfmiRNAs are measured similarly in serum or other biofluids. An issue regarding assessment of serum is clotting of blood allows cells in the clot to release miRNA into the serum, which can be high depending on how long the blood was allowed to clot.

Finally, we evaluated only a single platform, EdgeSeq, which quantifies miRNAs in whole plasma without prior RNA extraction. Similar to EdgeSeq, the Abcam FirePlex source location system measures cfmiRNAs (up to 65 preselected miRNAs) from 10 μL of plasma or serum without requiring RNA purification; however, this platform became unavailable in 2023 (30).

In conclusion, our study demonstrated the important role of preanalytical factors in the detection and quantification of miRNAs in plasma. To accurately measure and evaluate miRNAs, especially our previously reported ESKD-associated miRNAs, utilizing the HTG EdgeSeq platform on plasma samples without RNA extraction is recommended.

## Methods

### Sex as a biological variable.

Our study examined men and women, and similar findings are reported for both sexes.

### Study participants.

Plasma specimens used in this study were obtained from individuals participating in the Joslin Kidney Study (JKS) (31, 32). The JKS is a longitudinal, observational study that investigates the determinants and natural history of kidney function decline in individuals with T1D and T2D. The recruitment, the follow-up examination for the participants, and the study protocols were reported in our previous publications (31, 32). Plasma was obtained from the participants by standard procedure and stored at –80°C until analysis.

Four panels of individuals with available plasma specimens were used in this study (see Table 1). To compare cfmiRNA profiles from plasma with RNA extraction or direct isolation, we randomly selected samples from 8 individuals from the JKS (Panel 1). To profile miRNAs using qRT-PCR, pooled plasma samples from 40 individuals with T1D, normal kidney function, and normal urinary albuminuria were analyzed (Panel 2). To assess the stability of miRNAs following long-term storage, Spearman correlations between plasma concentration of miRNAs and storage duration in 140 individuals with T2D were analyzed (Panel 3). Stability/tracking of concentrations of miRNAs over time was analyzed by comparing changes in plasma cfmiRNA profiles between specimens obtained at baseline and follow-up in individuals who progressed to ESKD during follow-up (*n* = 44) and individuals who did not (*n* = 52) (Panel 4). Correlations between plasma concentration of cfmiRNAs and clinical variables were examined in 145 randomly selected T2D individuals (Panel 3).

### RNA extraction from plasma.

Total RNA was isolated from the selected samples using 180 μL of plasma from each individual and QIAGEN’s miRNeasy Serum/Plasma kit according to the manufacturer’s protocol as previously published (33).

### HTG EdgeSeq assay to measure concentration of miRNAs.

To determine the majority of currently known miRNAs in whole plasma, we used HTG Molecular Diagnostics’ HTG EdgeSeq miRNA sequence platform (8, 17, 21, 22, 34, 35). This platform can measure profiles of 2,083 miRNAs without prior RNA extraction. The process isolates and detects mature circulating cfmiRNAs in plasma, including exosomal and protein/lipid-bound miRNAs. Fifteen-microliter aliquots of plasma were used to perform these measurements. An equal volume of the HTG plasma lysis buffer was added to each sample prior to submitting the samples to HTG Molecular Diagnostics for miRNA profiling. To compare miRNA concentrations between whole plasma assay and extracted RNA, we isolated cfmiRNA from additional aliquots of these same plasma samples using QIAGEN’s miRNeasy Serum/Plasma Kit. miRNAs from these samples were eluted using 14 μL RNase-free water and were submitted to HTG Molecular Diagnostics for analysis using the HTG EdgeSeq platform.

### RNA-Seq to determine miRNAs in RNA extracted from plasma.

RNA-Seq of sRNAs, including miRNAs, was performed by SeqMatic (RNASeq_1) and LC Sciences (RNASeq_2). Briefly, sRNA libraries for the SeqMatic platform were prepared using equal volumes of total RNA from each sample. Total RNA from each sample was used for 5′ and 3′ ligation of Illumina adapters, cDNA synthesis, and PCR amplification using the SeqMatic’s TailorMix miRNA Sample Preparation Kit V2 according to the manufacturer’s recommendations. Purified sRNA libraries were sequenced as 50 bp single-end reads in a single lane using an Illumina HiSeq 2000 DNA sequencer at SeqMatic’s miRNA Sequencing Facility to achieve more than 10 million mappable reads per sample. The resulting sequence data were analyzed using an in-house pipeline that included initial processing and demultiplexing using Illumina’s CASAVA v1.8.2 software pipeline, quality control checks on the raw fastq files using the FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), and adapter and quality trimming using the FASTX toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). The preprocessed reads were mapped to the human genome (version hg19) using the STAR aligner (36). FeatureCounts (37) was used to generate summed read count data for miRNAs using miRBase v21 (http://www.mirbase.org/). 

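The table of RNASeq_1 lists 2077 of the miRNAs on the EdgeSeq panel and leaves out 6. Of all miRNAs it lists, 1746 had no count in any of 8 libraries, 1391 of them on the panel, and a single library held 210 to 480 miRNAs over 1 CPM. Detectable were 57 miRNAs that the panel does not measure (17.8% of those detectable), which took 22.4% to 42.9% of a library's counts. In 31 pairs, 59 miRNAs had counts within 2% of each other across the libraries, such as miR-3184-3p and miR-423-5p, or miR-24-3p and miR-3074-5p, examples chosen after their values were seen. These miRNAs held 63.6% of the counts, and 16 were detectable reference miRNAs. None was ESKD-associated.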

In total, 2,588 miRNAs were sequenced by the SeqMatic RNA-Seq platform, and among them, 2,082 overlapped with those included on the HTG EdgeSeq platform.

For small RNA-Seq performed by LC Sciences (RNASeq_2), total RNA was extracted by the company from 200 μL of plasma using TRIzol reagent (Invitrogen) following the manufacturer’s procedure. The total RNA quality and quantity were analyzed using Bioanalyzer 2100 (Agilent) with RNA integrity number greater than 7.0. Approximately 1 μg of total RNA was used to prepare sRNA libraries using the commercially available TruSeq Small RNA Sample Prep Kit (Illumina) according to the manufacturer’s protocol. Then 50 bp single-end read sequencing was performed on a HiSeq 2500 at LC Sciences following the vendor’s recommended protocol. Small RNA-Seq data were analyzed using ACGT101-miR (LC Sciences) to remove adapter dimers; low-complexity, common RNA families; and repeats. Unique sequences with length in 18–26 nucleotides were then mapped to specific species precursors in miRBase 22.0 by BLAST search to identify known miRNAs and novel 3p- and 5p-derived miRNAs. 

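The table of RNASeq_2 lists 1216 miRNAs, 834 of them on the EdgeSeq panel, with 382 to 792 over 1 CPM in a single library. Detectable were 133 miRNAs that the panel does not measure (23.0% of those detectable), with 11.2% to 41.1% of a library's counts. Of these, 35 carry the name of a predicted arm, 4 differ from a panel name only by the arm suffix, 39 are the other arm of a panel miRNA, and 34 were also detectable by RNASeq_1.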

In total, 579 miRNAs were detected by the LC Sciences RNA-Seq platform, and among them, 439 overlapped with the HTG EdgeSeq platform.

### qRT-PCR to quantify cfmiRNAs in extracted RNA from plasma.

Plasma specimens from the 40 individuals with T1D and normal urinary albuminuria (considered healthy individuals) were selected from the JKS for this study. Total RNA was isolated from 180 μL plasma from each specimen using the QIAGEN miRNeasy Serum/Plasma Kit. The plasma samples were pooled and then RNA was extracted.

For analyses of 1,805 miRNAs by qRT-PCR, the human miRNome miScript miRNA PCR Array (V16.0, 384-well) including 1,066 assays (QIAGEN) and custom miScript miRNA PCR Array (QIAGEN) including 739 additional miRNAs were used. Reverse transcription of RNA isolated from plasma was performed using the miScript II RT Kit with miScript HiSpec Buffer (QIAGEN). Isolated RNA (1.5 μL) was used to prepare a 10 μL reverse transcription reaction as specified by the manufacturer. Preamplification was performed using miScript PreAMP PCR Kit and a custom miScript PreAMP Primer Mix according to the manufacturer’s protocol. Following the reverse transcription and preamplification of miRNAs included on these arrays, miRNA concentrations were assayed by SYBR Green–based qRT-PCR using 0.25 μL of diluted cDNA in a 10 μL reaction on an Applied Biosystems 7900HT Fast Real-Time PCR System. Amplification results were analyzed using SDS 2.4 software (Applied Biosystems). miRNAs with Ct values 30 were considered undetectable. Global mean normalization, as described by Mestdagh et al., was used to normalize the resulting qRT-PCR data (38). Relative quantification values were calculated using the ΔΔCT method. FCs were calculated using the equation 2^−ΔΔCt^. Among the 1,805 miRNAs, 1,484 overlapped with those included on the HTG EdgeSeq platform.

### Analysis of HTG EdgeSeq data.

miRNAs with low concentrations were filtered out using edgeR R package (Version 3.12.1) (39). We defined detectable concentrations as more than 1 CPM in more than 80% of the individuals in Panel 1 (7 out of 8 samples).

### Data normalization of HTG EdgeSeq and RNA-Seq data.

For data analysis of HTG EdgeSeq and RNA-Seq platforms, we applied quantile normalization for each miRNA read count with sample weights (40) using the edgeR (version 3.42.4) (39) and limma (version 3.56.2) (41) R packages from Bioconductor. We considered miRNAs detectable if they had concentrations of more than 1 CPM in more than 90% of our samples in Panels 2 to 4 in HTG EdgeSeq and 50% of samples in RNA-Seq according to the previous publications (8, 42–44). We then applied quantile normalization, a nonscaling approach that forces the distribution of read counts in all experimental samples to be equivalent and assumes that 1) most target miRNAs are not differentially expressed and 2) the true expression distribution of miRNAs is similar across all samples (37).

### Statistics.

Clinical characteristics are reported as counts and percentages (proportions) for categorical variables, means with standard deviations for normally distributed continuous variables, and medians and quartiles for variables with skewed distributions. The normality of distribution was assessed by the Shapiro-Wilk and Kolmogorov-Smirnov tests. Differences between the 2 groups with nonparametric distribution were tested using the Wilcoxon rank sum test. Comparisons of differences in cfmiRNA concentrations were assessed by FC analysis using the edgeR package (Version 3.42.4) and voom, lmFit, and eBayes functions in the limma package (Version 3.56.2). Correlations between clinical characteristics and cfmiRNA concentrations were estimated by Spearman rank correlation test. To determine differential miRNA expression between baseline and follow-up samples, we applied a paired nonparametric analysis using the Wilcoxon rank sum test by SAS. Bonferroni correction for the number of measured miRNAs was applied. All statistical analyses were performed with SAS version 9.4 and R version 4.0.3. *P* values less than 0.05 were considered statistically significant.

### Study approval.

Study protocols for recruitment and examination of individuals in the JKS and related consent procedures were approved by the Joslin Diabetes Center Institutional Review Board.

### Data availability.

Data are available in the Supporting Data Values XLSX file. The RNA-Seq data included in this study have been deposited in National Center for Biotechnology Gene Expression Omnibus (accession no. GSE266819; https://www.ncbi.nlm.nih.gov/geo/).

## Author contributions

ES designed the study, performed the experiments, analyzed the data, and wrote the manuscript. BK, HK, ZIMD, and JR contributed to obtaining and analyzing of data and editing the manuscript. JMW, DSBH, KLD, and MGP contributed to implementation of experiments and analysis of data. ASK and MGP developed hypotheses for the study, supervised implementation of the study and analyses of data, and contributed to the writing and editing of the manuscript. ASK is the guarantor of this work and, as such, had full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

## Supplementary Material

Supplemental data

Supplemental table 1

Supporting data values

## Figures and Tables

**Figure 1:**
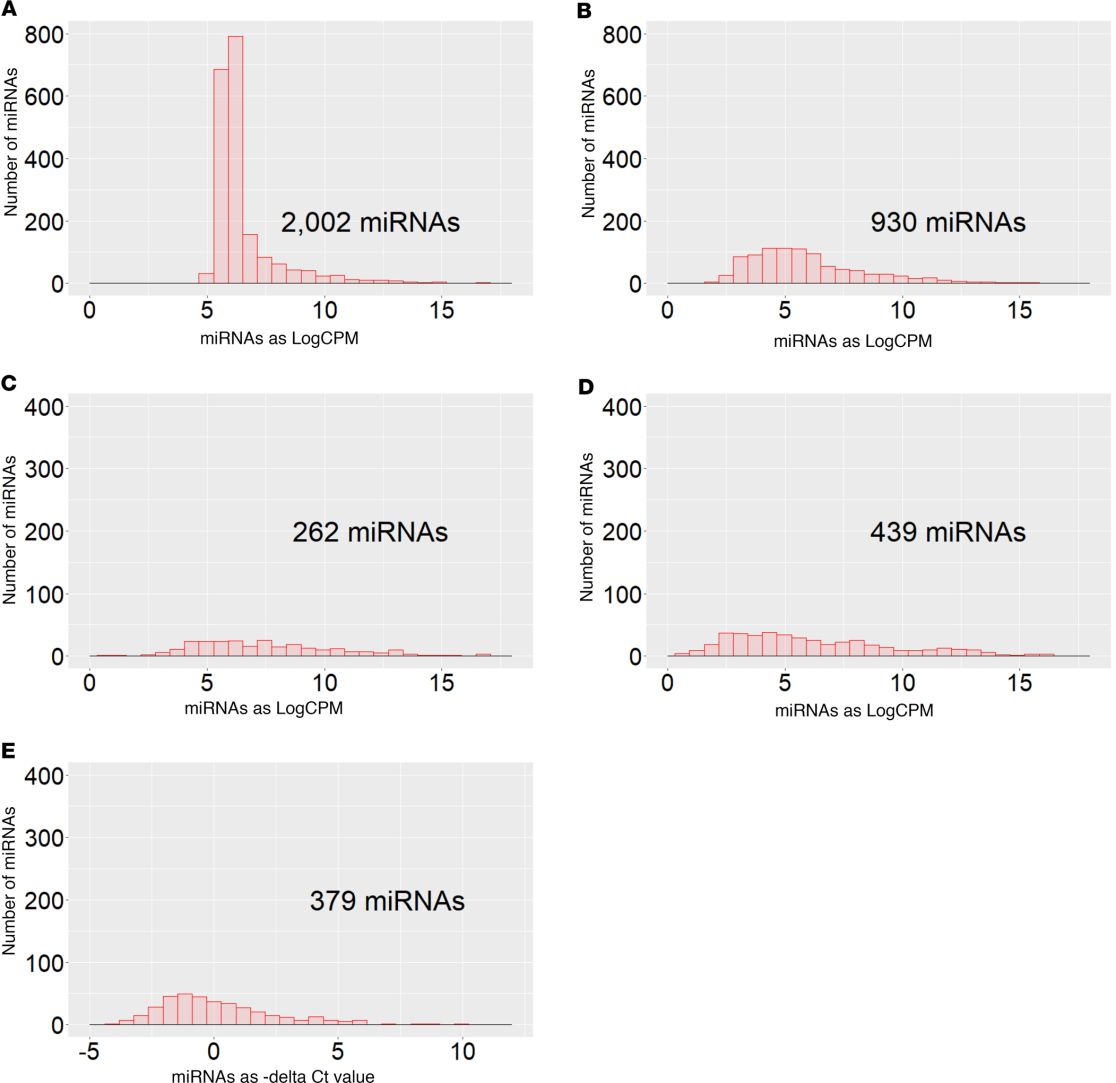
Distributions of number of detected cfmiRNAs according to raw read count of miRNAs in study panels, according to used platforms for quantification of cfmiRNAs. (**A**) cfmiRNAs in plasma quantified by the HTG EdgeSeq platform. (**B**) cfmiRNAs in RNA extracted from plasma quantified by EdgeSeq. (**C**) cfmiRNAs in RNA extracted from plasma and quantified by RNASeq_1 (SeqMatic). (**D**) cfmiRNAs in RNA extracted from plasma and quantified by RNASeq_2 (LC Sciences). (**E**) miRNAs in RNA extracted from pooled plasma and quantified by qRT-PCR. The cfmiRNAs were considered detectable if they had concentrations of more than 1 CPM in more than 80% of the samples (7 or more samples out of 8) in EdgeSeq or in more than 50% of the samples in RNA-Seq or Ct values less than 30 in qRT-PCR.

**Figure 2:**
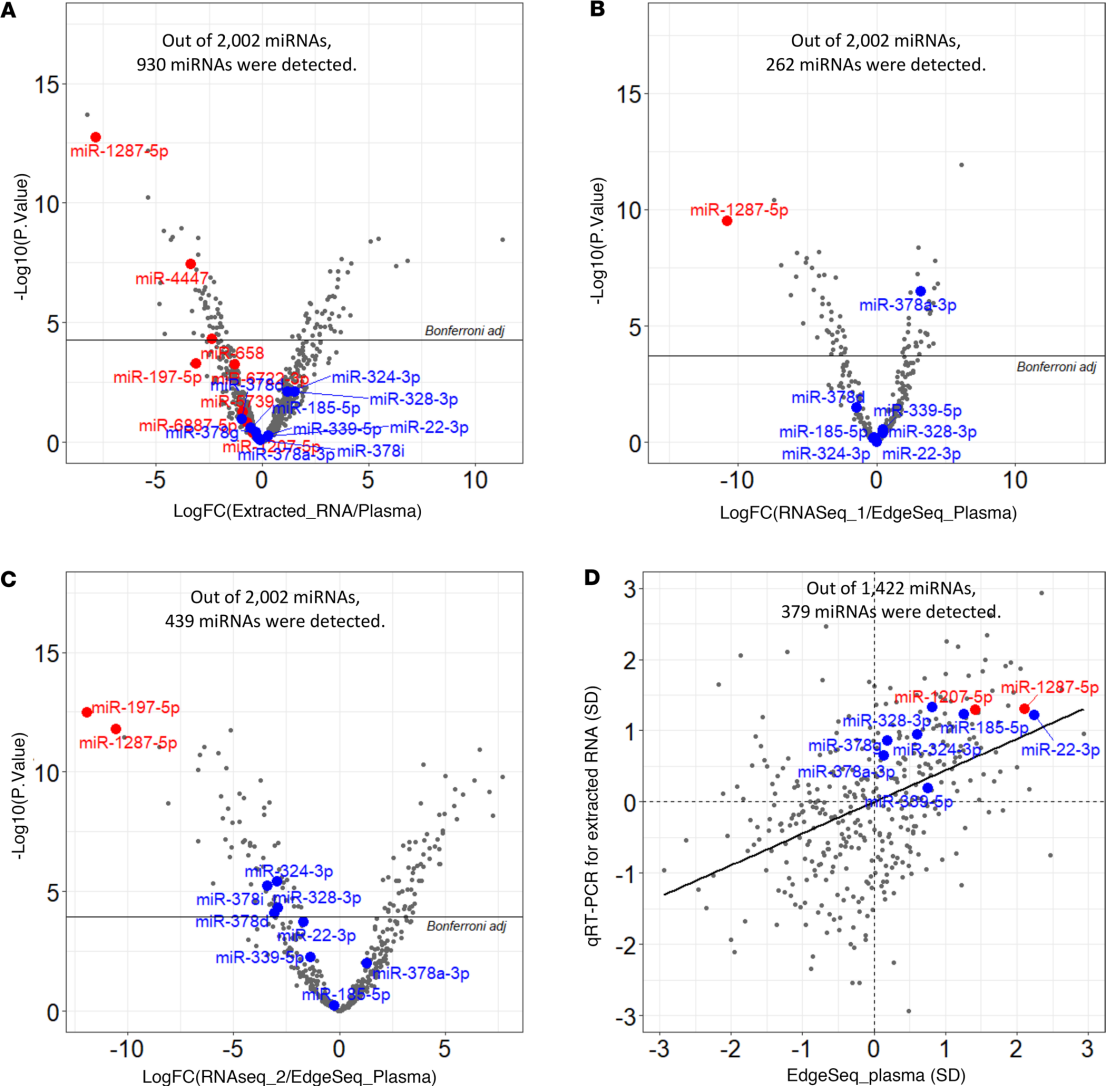
Fold-changes of concentration of cfmiRNAs in extracted RNA from plasma over concentration of cfmiRNAs in whole plasma, according to different platforms used. (**A**) RNA extracted from plasma over concentration of miRNAs in whole plasma measured by EdgeSeq, (**B**) miRNAs in RNA extracted from plasma measured by RNA-Seq (SeqMatic) over concentration of cfmiRNAs in whole plasma measured by EdgeSeq, and (**C**) cfmiRNAs in RNA extracted from plasma measured by RNA-Seq (LC Sciences) over concentration of cfmiRNAs in whole plasma measured by EdgeSeq analyzed using the voom, lmFit, and eBayes functions in the limma package. FC, fold-change. (**D**) Spearman correlation coefficients between concentration of cfmiRNAs in RNA extracted from plasma measured by qRT-PCR and concentration of miRNAs in whole plasma measured by EdgeSeq. Red dots indicate risk ESKD-associated cfmiRNAs. Blue dots indicate protective ESKD-associated miRNAs. Detailed comparisons are shown in Table 3.

**Figure 3:**
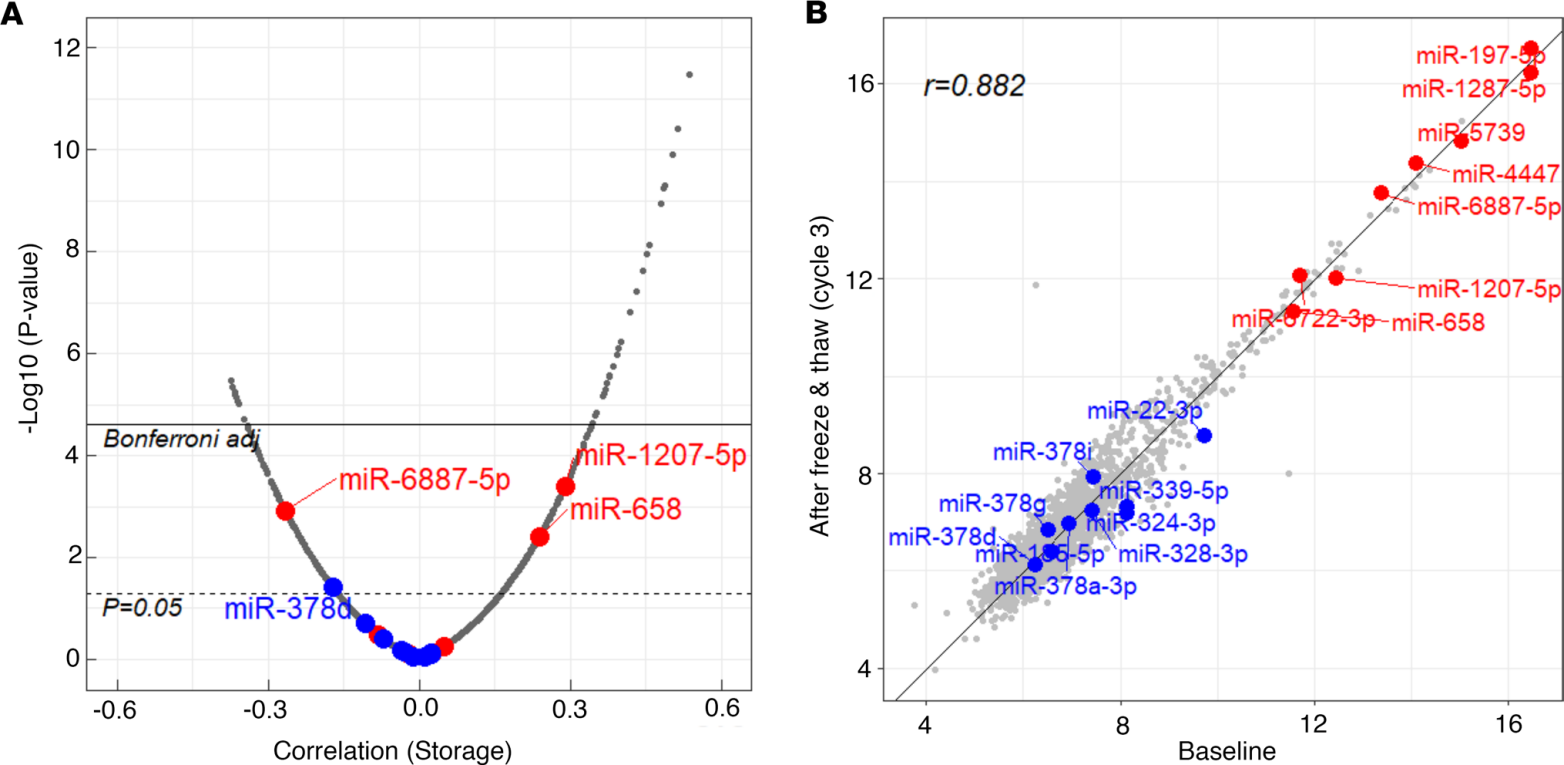
Stability of miRNAs in plasma and duration of storage and freeze/thaw cycles. (**A**) Volcano plot of Spearman correlation coefficients between miRNA concentrations in whole plasma and duration of plasma storage in individuals in panel 3 (*N* = 145). Red dots indicate risk ESKD-associated miRNAs, and blue dots indicate protective ESKD-associated miRNAs. The mean ± SD of storage duration (years) was 9.3 ± 2.3 years. (**B**) Comparison of plasma miRNA concentrations between baseline and after 3 cycles of freeze and thaw using Spearman correlation.

**Figure 4:**
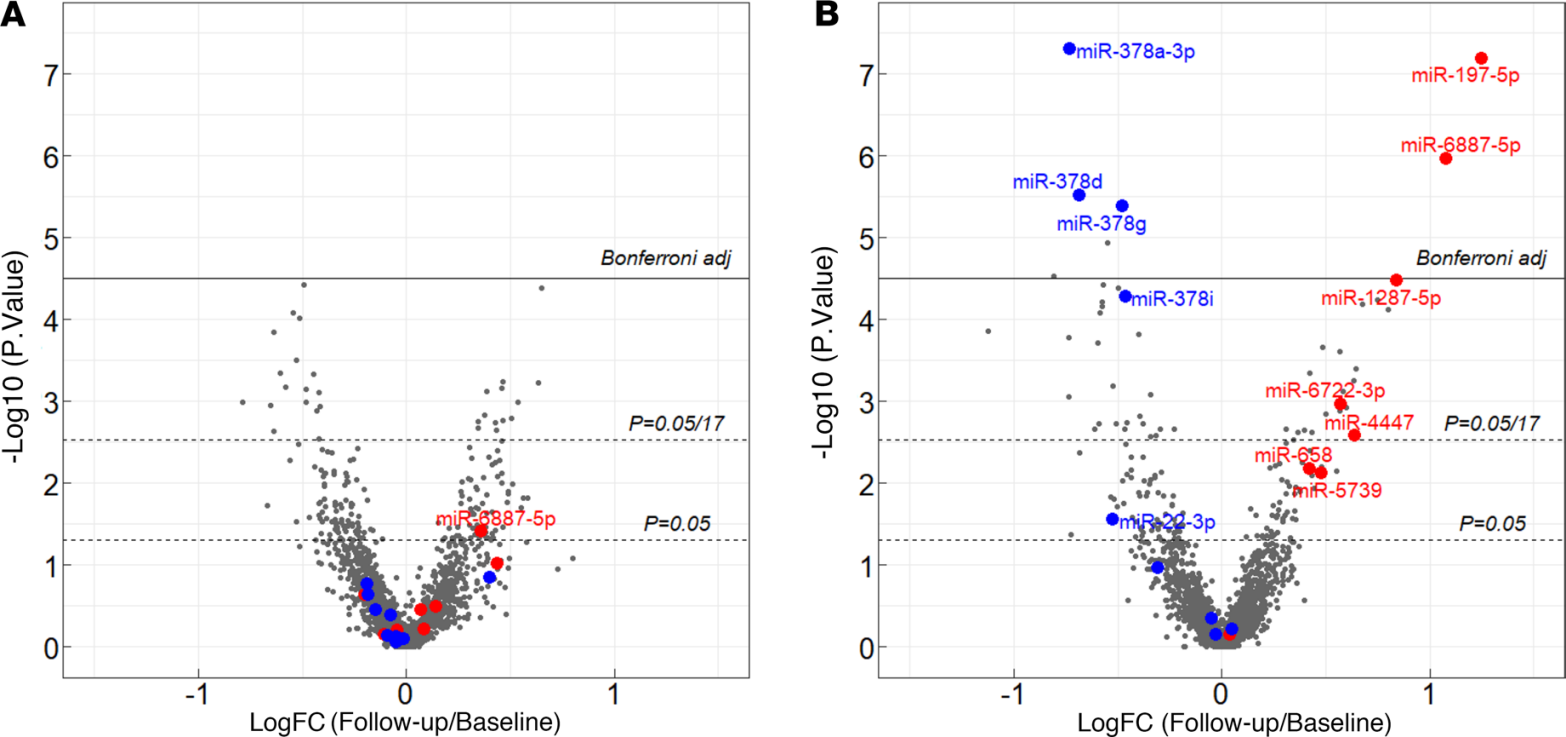
FCs of concentration of cfmiRNAs measured with EdgeSeq platform in whole plasma obtained at follow-up over concentration of miRNAs in whole plasma obtained at baseline, from individuals in panel 4 (*N* = 96). (**A**) Results obtained for 52 T1D individuals who did not progress to ESKD during 7–15 years of follow-up. Median (25th % and 75th %) of duration between baseline and follow-up measurements was 3.7 (2.2, 5.3) years. (**B**) Results obtained for 44 T1D individuals who progressed to ESKD during 7–15 years of follow-up. Median (25th % and 75th %) of duration between baseline and follow-up measurements was 4.1 (2.5, 6.3) years. Red dots indicate risk miRNAs and blue dots indicate protective cfmiRNAs. A paired nonparametric analysis using the Wilcoxon rank sum test was used for comparison.

**Figure 5:**
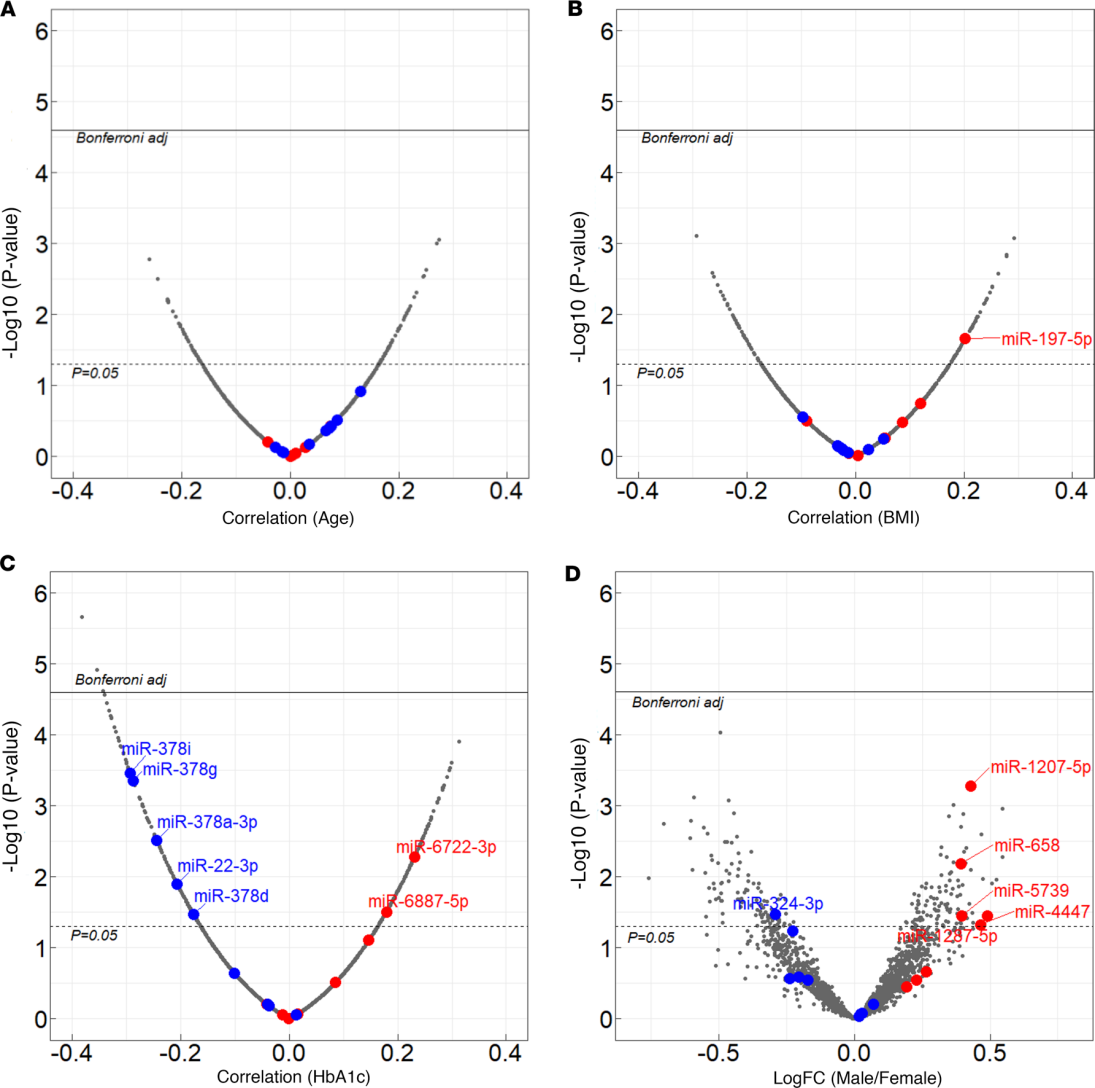
Relationship among demographic/clinical variables and concentration of cfmiRNAs in plasma measured with EdgeSeq platform in 145 T2D individuals in panel 3. Red dots indicate risk ESKD-associated cfmiRNAs and blue dots indicate protective ESKD-associated miRNAs. (**A**–**C**) Volcano plots for Spearman correlation coefficients between cfmiRNA concentrations in plasma and age, HbA1c (*N* = 145), and BMI (*N* = 128). (**D**) Volcano plots for FCs in plasma concentration of cfmiRNAs in men over plasma concentration of miRNAs in women. Data were analyzed using the voom, lmFit, and eBayes functions in the limma package.

**Table 1:**
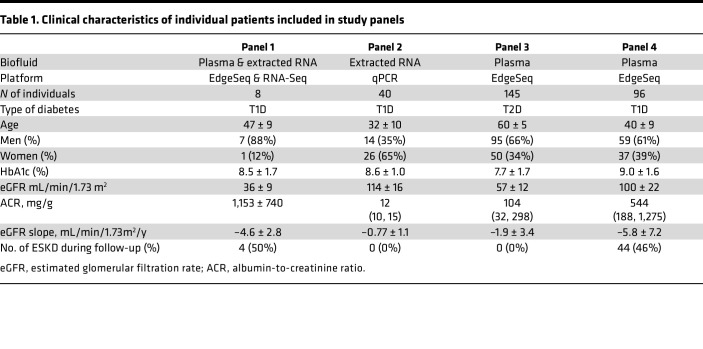
Clinical characteristics of individual patients included in study panels

**Table 2:**
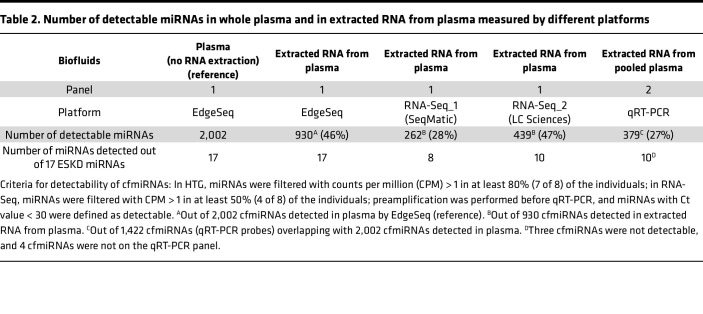
Number of detectable miRNAs in whole plasma and in extracted RNA from plasma measured by different platforms

**Table 3:**
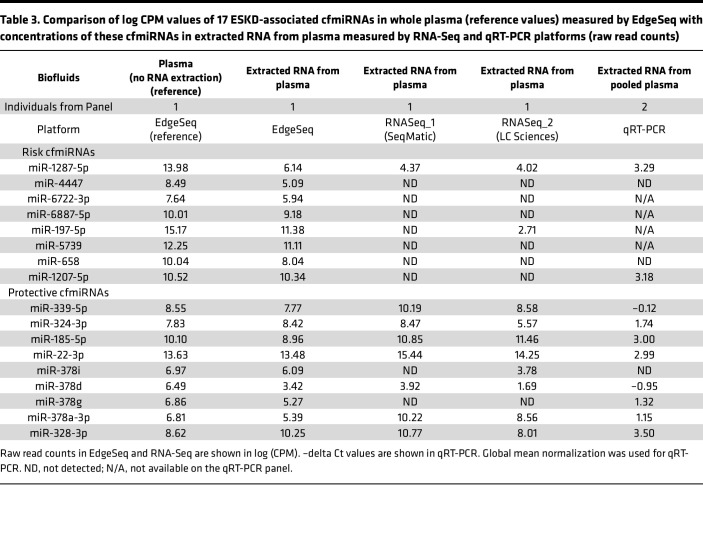
Comparison of log CPM values of 17 ESKD-associated cfmiRNAs in whole plasma (reference values) measured by EdgeSeq with concentrations of these cfmiRNAs in extracted RNA from plasma measured by RNA-Seq and qRT-PCR platforms (raw read counts)

How the deposited data were processed for this re-analysis (not part of the article)

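Plasma of the 8 individuals of Panel 1 was measured by EdgeSeq in whole plasma and in extracted RNA, and by RNASeq_1 and RNASeq_2 in extracted RNA, which gave 4 sets of 8 libraries. The other panels, the qRT-PCR platform, and the clinical data were not analysed here. Samples were grouped by specimen and platform as their labels give them. The paper and the labels state that the same individuals were measured on each platform, and the number in the label links their libraries. The paper places the RNASeq_1 libraries in a single lane and names no batch for the other sets.

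For EdgeSeq the authors placed whole plasma, or RNA from a column kit, in the nuclease protection assay, and the deposited values are raw read counts per miRNA. The paper's text does not name the program that counted them. For RNASeq_1 the authors mapped trimmed reads to hg19 with STAR and counted them on miRBase with featureCounts, and the deposited values are raw counts. For RNASeq_2 the company removed adapters and repeats with ACGT101-miR and mapped unique sequences within a set length range to miRBase precursors by BLAST, and the deposited values are again raw counts. The depth that the methods aim at for RNASeq_1 concerns mappable reads, whereas all values here use the summed miRNA counts of each library. A further table by the authors holds 1 mean of log2 CPM per miRNA and platform, left empty where the miRNA was not detectable. For that table the methods name quantile normalization with sample weights, and its means were compared with edgeR's average log CPM of the raw counts. All per-sample columns were used.

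Each library's counts were divided by its total to give CPM. A miRNA was taken as detectable with more than 1 CPM in at least 7 of 8 EdgeSeq libraries or 4 of 8 RNA-Seq libraries, and reference miRNAs were those detectable in whole plasma. Levels are means of log2 CPM with a prior count of 2. Names were matched as written. A count of 3 was taken as the most that a count of 0 allows, and a fold against a miRNA at or under it is given as a lower limit. Total counts per library set this limit, and each of the 4 sets spans its own range of totals.

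Extracted RNA was compared with whole plasma in 3 comparisons with the quasi-likelihood test of edgeR on TMM factors, for miRNAs detectable in both groups, two-sided and with Bonferroni adjustment at 0.05. The individuals were not fitted as blocks in the comparisons as reported, and were so in an alternative. The 3 comparisons share the whole plasma libraries, so no overlap between them was counted. Sets of miRNAs were compared within individuals by an exact sign-flip test over 256 sign patterns, for which 0.00781 is the smallest two-sided p. Correlations used all 40320 pairings of the individuals, with Benjamini-Hochberg adjustment over all pairs of miRNA and platform, and r was repeated with 6 individuals after leaving out the 2 farthest from the median in whole plasma. Intervals on percentages are 95% Wilson intervals.

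The lists were the 8 risk and 9 protective miRNAs of the paper, an erythrocyte list (miR-451a, miR-16-5p, miR-486-5p, and miR-144-3p), and miR-23a-3p as the haemolysis reference. Named were the 17 ESKD-associated miRNAs, in each comparison the 2 with the largest rise and the 2 with the largest fall among those past the threshold that moved the same way in all 8 individuals, the miRNA with the highest mean CPM on each platform, and the erythrocyte list. Other members of pairs with near-identical counts were named after their values were seen. Hairpins were looked up by name in GENCODE release 44 lifted to GRCh37, and overlaps between hairpins of a pair in a RefSeq gene table of GRCh38 without strand, while the authors counted on hg19 with miRBase. Pairs with near-identical counts were those with more than 50 counts whose library by library differences summed to less than 2% of the larger total, a rule written after the data were seen.

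Pairing was checked by the correlation, over miRNAs, of each individual's deviations from the platform mean, less the median deviation of the library, against all other pairings. The mean r of whole plasma with extracted RNA by EdgeSeq was 0.24 (-0.13 to 0.47 over the individuals, permutation p 0.00243, one-sided), with RNASeq_1 0.066 (-0.14 to 0.24 over the individuals, permutation p 0.0464), and with RNASeq_2 0.088 (-0.0081 to 0.20 over the individuals, permutation p 0.000248). Among the extracted RNA platforms it was 0.34 between EdgeSeq and RNASeq_1, 0.26 between EdgeSeq and RNASeq_2, and 0.30 between RNASeq_1 and RNASeq_2, each with a permutation p of 2.48e-05, the smallest that the pairings can give. None of the 28 pairs of libraries within any platform was identical.

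The fits were tested on simulated data drawn from the whole plasma means, the estimated dispersions, and the real library totals with known FCs. Of 200 changed miRNAs among 930 in the layout of the EdgeSeq comparison, 185 were called, and 0 of 730 unchanged. For RNASeq_1 these were 40 of 65 and 0 of 197, and for RNASeq_2 78 of 109 and 0 of 330. The known FCs were larger than most of those reported for the ESKD-associated miRNAs. They went up or down at random, with no likeness within individuals. The counts therefore do not show how smaller FCs, or a shift of most miRNAs in one direction, would be called.

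Alternatives tried were voom with quantile normalization with and without sample weights, DESeq2, library totals, upper quartile factors, other filters on detection, Benjamini-Hochberg adjustment, individuals as blocks, all 4 groups fitted together, a prior count of 0.5, thinning of all libraries to one total, and leaving out each replicate in turn. Tests of every miRNA detectable in whole plasma, or with no filter, took only those that the other platform lists. A test of GC content was not run, because a hairpin was found for only 1441 (69.2%) of the panel's miRNAs. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0.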

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

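All tests in this part were chosen only after the result they concern was seen.

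In 60 groups of 8 values, the gap between the farthest sample and its neighbour was divided by the range of the group. It exceeded Dixon's limit for 8 samples in 11 groups, where chance gives 3, and in 7 of them the sample was replicate 8. The groups are not independent, since values of one library share its total. No biological explanation was tested, as the design names no condition that parts the individuals.

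In whole plasma these were the total counts in replicate 8 (437321, others 2980431 to 4902308, gap over range 0.570), and the log2 CPM of miR-6887-5p in replicate 8 (5.67, others 8.97 to 11.60, gap over range 0.557), miR-5739 in replicate 8 (9.36, others 11.75 to 13.06, gap over range 0.647), and miR-1207-5p in replicate 8 (9.28, others 10.43 to 11.23, gap over range 0.587). In extracted RNA by EdgeSeq they were the CPM of the median miRNA in replicate 8 (26.9, others 0.986 to 11.5, gap over range 0.595), and the log2 CPM of miR-378i in replicate 8 (8.06, others 4.37 to 6.04, gap over range 0.549) and miR-378d in replicate 5 (0.59, others 3.09 to 4.43, gap over range 0.652). The mean log2 difference of the 8 risk miRNAs between the specimens also stood apart, in replicate 8 (1.67, others -4.24 to -2.38, gap over range 0.685). By RNASeq_1 it was the total counts in replicate 3 (4971355, others 323716 to 1705074, gap over range 0.703), and by RNASeq_2 the total counts in replicate 7 (8635241, others 1564153 to 4688244, gap over range 0.558) and the log2 CPM of miR-324-3p in replicate 1 (-0.92, others 3.67 to 6.85, gap over range 0.590).

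For the 3 totals that stood apart, the 5 most abundant miRNAs of each library were left out. For RNASeq_2 the gap over the range was then 0.762, with replicate 7 still highest (6219166 against 765309 to 2062478), which argues against a few miRNAs taking most of the counts. By RNASeq_1 it was 0.161, with replicate 5 then farthest (58521 against 192096 to 889637), so a few abundant miRNAs may account for the high total of replicate 3. In whole plasma it was 0.430, under Dixon's limit, the result written down as the sign of this explanation. Replicate 8 nevertheless still had 193033 counts against 1553310 to 3357775. It lay 8.05-fold under the next library, against 6.82-fold with all miRNAs, which was weighed only after the value was seen and argues against a few miRNAs taking most of the counts. No other explanation of this total was tested.

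Signal in miRNAs that the EdgeSeq panel does not measure was found on both RNA-Seq platforms, with 57 such miRNAs detectable by RNASeq_1 and 133 by RNASeq_2. On RNASeq_1 the highest mean CPM was that of miR-486-3p (124956 ± 102134 CPM), whose counts nearly equal those of miR-486-5p. Reads counted on both of 2 overlapping hairpins may account for part of this signal, since 63.3% of the annotated pairs with near-identical counts in RNASeq_1 came from such hairpins. For RNASeq_2 no explanation was tested. No biological explanation was tested for either platform.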

How the results depend on the processing

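The comparisons, the rule of detection, and the alternatives were chosen before the data were examined, except the subtraction of the library median, the single count of near-identical pairs, edgeR's average log CPM, and the difference of risk from protective miRNAs, which were chosen after seeing the data, as were the splits of the samples. The cause of a change was not tested unless one is named.

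The number of detectable reference miRNAs (for whole plasma all detectable miRNAs) fell with a higher CPM minimum by construction: 2002 in whole plasma became 913 at 10 CPM and 213 at 100 CPM, 930 in extracted RNA by EdgeSeq 401 and 123, 262 by RNASeq_1 62 at 100 CPM, and 439 by RNASeq_2 248 and 61. With 4 of 8 libraries required, extracted RNA by EdgeSeq gave 1595, and with a raw count of 10 it gave 484. With 7 of 8 required, RNASeq_1 gave 151 and RNASeq_2 287. The other alternatives, thinning of all libraries to one total among them, stayed within 1.5-fold.

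In the EdgeSeq comparison 20 and 28 miRNAs were lower and higher. These counts became 53 and 46 with weighted voom, 38 and 24 with unweighted voom, 57 and 73 with DESeq2, 28 and 4 with library totals only, 49 and 11 with upper quartile factors, 37 and 21 with every miRNA detectable in whole plasma tested, 13 and 12 with a minimum of 10 CPM in both groups (fewer tested), 116 and 125 with Benjamini-Hochberg adjustment, and 8 and 9 with all 4 groups in one fit. Leaving out 1 replicate gave 13 to 36 lower and 10 to 54 higher, the highest of both without replicate 8. For RNASeq_1, 20 and 13 became 38 and 33, 36 and 28, and 60 and 18 with these 3 methods, 12 and 14 with library totals only, 19 and 22 with upper quartile factors, 1443 and 1 with every miRNA detectable in whole plasma tested, 1479 and 1 with no filter, and 59 and 42 with Benjamini-Hochberg adjustment, and 8 to 18 were higher without 1 replicate. For RNASeq_2, 34 and 58 became 63 and 63, 63 and 57, and 146 and 48, 58 and 42 with upper quartile factors, and 119 and 107 with Benjamini-Hochberg adjustment. They were 119 and 104 with the 810 miRNAs detectable in whole plasma that RNASeq_2 lists, and 117 and 104 with no filter. With no filter or every miRNA detectable in whole plasma tested, most miRNAs added for RNASeq_1 were not detectable there, so the counts of lower miRNAs rise by construction. For the same reason the fall in higher miRNAs there decides nothing about single rises. Medians of the log2 FC moved from -0.095, -0.58, and -0.78 to -1.39, -0.15, and -1.14 with library totals and to -0.89, -0.49, and -1.78 with upper quartile factors. With individuals as blocks they were -0.20, -1.18, and -1.16. With every miRNA detectable in whole plasma tested they were -0.70, -9.85, and -1.50, over more miRNAs. For RNASeq_1 and RNASeq_2 they moved to -1.19 and -1.96 with DESeq2, 0.40 and 0.10 with weighted voom, and 0.36 and 0.085 with unweighted voom. By DESeq2, all 48 EdgeSeq and all 33 RNASeq_1 calls and 80 of 92 RNASeq_2 calls were kept with their direction, and by weighted voom 44 of 48, 31 of 33, and 78 of 92 in that order.

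Other splits of the samples were compared with the real one in each comparison. Of 100 splits that, like the real one, parted the 2 libraries of every individual, 1 gave as many calls in each comparison, the real split itself; the most in any other was 4 for EdgeSeq, 6 for RNASeq_1, and 7 for RNASeq_2. Of 100 splits made without regard to the pairs, 1 gave as many, again the real one, and the others gave at most 7, 0, and 3. The whole plasma libraries are shared by the comparisons, which are therefore not independent.

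Of 43 log2 FCs of named miRNAs under 797 settings, 677 kept their direction and side of the threshold, 26 fell back over it, 19 crossed it, and 75 changed sign, while 27 FCs never did. In the EdgeSeq comparison, from miR-1207-5p 1.36, miR-185-5p -0.24, miR-22-3p 1.29, miR-339-5p 0.68, miR-378a-3p 0.26, miR-378g -0.092, miR-378i 0.47, miR-5739 0.018, and miR-6887-5p 0.27, the signs changed with weighted voom miR-1207-5p -0.40, miR-339-5p -0.21, miR-378a-3p -0.10, miR-378i -0.11, miR-5739 -0.90, and miR-6887-5p -0.72; with unweighted voom miR-1207-5p -0.067, miR-22-3p -0.0021, miR-339-5p -0.59, miR-378a-3p -0.20, miR-378i -0.089, miR-5739 -0.50, and miR-6887-5p -0.15; with DESeq2 miR-378g 0.029; with library totals only miR-1207-5p -0.19, miR-22-3p -0.15, miR-339-5p -0.78, miR-378a-3p -1.42, miR-378i -0.89, miR-5739 -1.15, and miR-6887-5p -0.83; with upper quartile factors miR-378a-3p -0.39, miR-378i -0.22, miR-5739 -0.55, and miR-6887-5p -0.29; with every miRNA detectable in whole plasma tested miR-378g 0.41; with a minimum of 10 CPM in both groups miR-339-5p -0.074, miR-378a-3p -0.53, miR-378i -0.21, miR-5739 -0.61, and miR-6887-5p -0.39; with no filter miR-378g 0.40; with all 4 groups in one fit miR-5739 -0.050. For RNASeq_1, from miR-185-5p -0.045, miR-22-3p 1.36, and miR-324-3p -0.066, they changed with unweighted voom miR-22-3p -0.11; with library totals only miR-185-5p 0.76 and miR-324-3p 0.65; with upper quartile factors miR-185-5p 0.56; with all 4 groups in one fit miR-185-5p 0.11. For RNASeq_2, from miR-185-5p 0.98, miR-22-3p 0.64, miR-328-3p -1.59, and miR-339-5p -0.16, they changed with weighted voom miR-185-5p -0.23 and miR-22-3p -1.69; with unweighted voom miR-185-5p -0.28 and miR-22-3p -1.64; with DESeq2 miR-185-5p -0.0062 and miR-22-3p -0.38; with library totals only miR-339-5p 0.027; with upper quartile factors miR-22-3p -0.031; with every miRNA detectable in whole plasma tested miR-328-3p 0.35 and miR-339-5p 1.69; with a minimum of 10 CPM in both groups miR-22-3p -0.0098; with no filter miR-328-3p 0.34 and miR-339-5p 1.70. Without 1 replicate the ranges that cross 0 were, for EdgeSeq, miR-185-5p -1.0 to 0.60, miR-378a-3p -0.087 to 0.34, miR-5739 -0.32 to 0.18, and miR-6887-5p -0.19 to 0.60, for RNASeq_1, miR-185-5p -0.25 to 0.27 and miR-324-3p -0.58 to 0.12, and for RNASeq_2, miR-339-5p -0.82 to 0.19. None of the signs that changed belonged to an FC past the threshold under TMM.

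With individuals as blocks, the pairing changed the calls of miR-4447 by EdgeSeq (adjusted p 0.0871), miR-378a-3p by RNASeq_1 (0.104), and miR-378i by RNASeq_2 (0.265), each in edgeR, and of no other named miRNA. It reversed miR-185-5p by EdgeSeq (0.57) and RNASeq_1 (0.22). Lower and higher miRNAs were then 24 and 37, 20 and 6, and 36 and 57, of which 39, 22, and 82 calls were shared with the fits without blocks.

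Over the 17 ESKD-associated miRNAs in 3 comparisons, 8 FCs passed the threshold. This became 5 with every miRNA detectable in whole plasma tested, 5 with a minimum of 10 CPM in both groups, 5 with no filter, 15 with Benjamini-Hochberg adjustment, 5 with blocks, and 5 to 8 without 1 replicate, the lowest without replicate 6. In fits with all 4 groups, miR-4447 by EdgeSeq and miR-378i by RNASeq_2 had an adjusted p of 0.0815 and 0.0610 in edgeR, and their ranges over all alternatives were 1.74e-05 to 0.757 and 4.28e-10 to 1. For miR-378d by RNASeq_1, DESeq2 gave an adjusted p of 0.00102 where edgeR did not pass the threshold (up to 1 over its alternatives). Past it went also miR-378a-3p by RNASeq_2 with every miRNA detectable in whole plasma tested (edgeR, adjusted p 0.000597, up to 1 over its alternatives).

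The mean difference of the protective miRNAs, -0.77, became 0.64 with TMM factors, -0.0093 with quantile normalization, and -0.39 with the library median subtracted. That of the risk miRNAs stayed below 0 and past the threshold under every scaling and leave-out run here, from -3.37 without replicate 8 to -1.33 with TMM factors. The difference between these sets lay between -2.60 and -1.60 without 1 replicate, with an exact permutation p of up to 0.0781. Correlated pairs after adjustment were 0 to 2 without 1 replicate and 0 under every scaling.

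The comparison of GC content, and the same with miRNAs matched within levels in whole plasma, was not run for want of sequences. With 1 replicate left out, a fit could be made for miR-6870-3p by EdgeSeq in 1 case only (-8.01) and for miR-378d in 1 case (-1.09), as EdgeSeq then requires all 7 libraries. Depth limits RNASeq_1 most, where a count of 0 allows up to 9.27 CPM in the shallowest library.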

Differences from the paper's values

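No test in this part was chosen after a result was seen. A count was taken as close to the paper's within 1.5-fold, and a log2 FC where it had the paper's sign and differed by no more than the SD of the difference over the 8 individuals, a wide margin that some values meet while far from the paper's. The remaining alternatives for each value stayed outside.

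In the EdgeSeq comparison, 20 miRNAs were lower here against the paper's 53, and the count was close at 53 with weighted voom, 38 with unweighted voom, 57 with DESeq2, 49 with upper quartile factors, and 37 with every miRNA detectable in whole plasma tested, and 36 without replicate 8. Upward, 28 miRNAs were higher here against the paper's 46, and the count was close at 46 with weighted voom and 37 with individuals as blocks, and 54 without replicate 8. With RNASeq_1, 20 miRNAs were lower here against the paper's 38, and the count was close at 38 with weighted voom and 36 with unweighted voom. In the other direction, 13 miRNAs were higher here against the paper's 33, and the count was close at 33 with weighted voom, 28 with unweighted voom, 22 with upper quartile factors, and 42 with Benjamini-Hochberg adjustment. With RNASeq_2, 34 miRNAs were lower here against the paper's 63, and the count was close at 63 with weighted voom, 63 with unweighted voom, and 58 with upper quartile factors.

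The log2 FC by EdgeSeq of miR-6887-5p was 0.27 against the paper's -0.7219 (SD 1.99), and within this margin were -0.72 with weighted voom, -0.15 with unweighted voom, -0.83 with library totals only, -0.29 with upper quartile factors, and -0.39 with a minimum of 10 CPM in both groups, and -0.19 to -0.0070 leaving out replicate 1, 2, 3, 7, or 8. For the same comparison miR-5739 was 0.018 against the paper's -0.8962 (SD 1.18), and within this margin were -0.90 with weighted voom, -0.50 with unweighted voom, -1.15 with library totals only, -0.55 with upper quartile factors, -0.61 with a minimum of 10 CPM in both groups, and -0.050 with all 4 groups in one fit, and -0.32 to -0.10 leaving out replicate 1, 2, 3, 4, 5, 7, or 8. That of miR-1207-5p was 1.36 against the paper's -0.4049 (SD 1.56), and within this margin were -0.40 with weighted voom, -0.067 with unweighted voom, and -0.19 with library totals only. Among protective miRNAs, miR-339-5p was 0.68 against the paper's -0.2145 (SD 1.86), and within this margin were -0.21 with weighted voom, -0.59 with unweighted voom, -0.78 with library totals only, and -0.074 with a minimum of 10 CPM in both groups. Also by EdgeSeq, miR-378i was 0.47 against the paper's -0.1056 (SD 0.66), and within this margin were -0.11 with weighted voom, -0.089 with unweighted voom, -0.22 with upper quartile factors, and -0.21 with a minimum of 10 CPM in both groups. Lastly there, miR-378a-3p was 0.26 against the paper's -0.0988 (SD 1.04), and within this margin were -0.10 with weighted voom, -0.20 with unweighted voom, -0.39 with upper quartile factors, and -0.53 with a minimum of 10 CPM in both groups, and -0.087 to -0.022 leaving out replicate 3, 4, or 6. By RNASeq_1, miR-22-3p was 1.36 against the paper's 0.012 (SD 1.25), and within this margin were 0.012 with weighted voom, 0.63 with DESeq2, 1.03 with every miRNA detectable in whole plasma tested, 1.09 with a minimum of 10 CPM in both groups, and 1.03 with no filter, and 1.05 to 1.25 leaving out replicate 2, 3, 4, 5, or 7. By RNASeq_2, miR-185-5p was 0.98 against the paper's -0.2327 (SD 1.55), and within this margin were -0.23 with weighted voom, -0.28 with unweighted voom, and -0.0062 with DESeq2. On that platform miR-22-3p was 0.64 against the paper's -1.692 (SD 1.47), and within this margin were -1.69 with weighted voom, -1.64 with unweighted voom, and -0.38 with DESeq2. Voom with quantile normalization and sample weights, which the paper's methods name, came as close to each of these values as any alternative or closer, and over all tested miRNAs its log2 FCs lay within 0.0017, 0.00079, and 0.0032 of the paper's for EdgeSeq, RNASeq_1, and RNASeq_2.

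The paper describes all risk miRNAs as significantly lower in extracted RNA by EdgeSeq. By edgeR 2 of 8 passed the threshold, 4 before adjustment, and 5 lay below 0. Voom with weights called 3 (5 before adjustment), with miR-658 among them (adjusted p 0.0462, the lowest of its alternatives, which reach 1), and with library totals miR-197-5p passed (adjusted p 0.0211), as it did after Benjamini-Hochberg adjustment (0.0167, its alternatives reaching 1). In the paper's own supplementary table, 3 pass Bonferroni adjustment and 5 an unadjusted threshold. The paper describes 6 protective miRNAs detected by EdgeSeq and RNA-Seq as similar in concentration whichever specimen was used. Here miR-378a-3p was higher by RNASeq_1 (2.78, adjusted p 0.0106 in edgeR), and by RNASeq_2 voom with weights called miR-324-3p (-2.92, adjusted p 0.00166) and miR-328-3p (-2.89, adjusted p 0.0218) lower. DESeq2 (8.97e-05), a minimum of 10 CPM in both groups (0.0333), and Benjamini-Hochberg adjustment (0.00763) also called miR-324-3p, and the alternatives of both miRNAs reach an adjusted p of 1. In the supplementary table of the paper, 1 protective miRNA is higher past Bonferroni adjustment by RNASeq_1. The only protective miRNA that weighted voom called higher there was miR-378a-3p (3.18, adjusted p 8.85e-05), which the statement covers. By RNASeq_2, 4 protective miRNAs are lower past Bonferroni adjustment in that table. Of these, 2, miR-324-3p and miR-328-3p, are among the 6 that the statement covers.

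The paper's discussion gives a smaller loss of detectable cfmiRNAs on extraction than the 53.5% of reference miRNAs not detectable here. Its results count the same 1072 as lost. The discussion counts more of the reference miRNAs detected by EdgeSeq in extracted RNA as also detected by RNA-Seq than the 238 (25.6%) by RNASeq_1 and 329 (35.4%) by RNASeq_2 found here. Its 262 and 439 are the numbers found here among all 2002 reference miRNAs, so the detected miRNAs do not differ. The paper places more miRNAs of RNASeq_1 on the EdgeSeq panel than the 2077 with matching names. It reports correlations between specimens for some protective miRNAs, where 0 of 35 pairs passed after adjustment and 4 before.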

Other observations

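Of the tests in this part, those on the share of a few miRNAs in the median probe and on the number of pairings under a mislabelled sample were written down before their results were seen, and all others were chosen only after.

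The count of the median probe differed 181-fold between the whole plasma libraries. As CPM it still differed 37.6-fold, which argues against sequencing depth, and with the 5 most abundant miRNAs of each library left out of its total 15.9-fold, which argues against a few miRNAs taking most of the counts. A background count that the probes share would place the 1027 reference miRNAs without a count by RNASeq_1 and not listed by RNASeq_2 close together within a library. Names were matched as written, and 168 of these are listed by RNASeq_2 with another arm or none. Their upper quartile was under 2 times the lower in 4 of 8 libraries (median ratio 2.05, 1.40 to 6), against a median ratio of 7.88 for the 233 detectable by both RNA-Seq platforms. Those 4 libraries had the highest median counts of these miRNAs (198 and above). Counting error alone gives a ratio of 2 at the median of replicate 8, where the test decides nothing, and at most 1.38 in the other libraries, of which 3 had a ratio of 2 or more. Under a difference between the individuals, the median probe would rank them alike in extracted RNA, and rho was 0.167 (exact p 0.703, r 0.167 with exact p 0.682, -0.485 without the 2 farthest). A shared background and a difference between individuals cannot be told apart here, because a low background would also leave a wide ratio, and extraction may remove a difference that plasma holds.

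The same reference miRNAs held 33.4% to 65.6% of the counts of a whole plasma library (median 45.7%) and 14.1% to 46.1% in extracted RNA by EdgeSeq, where 335 of them (32.6%) were detectable, against 218 (93.6%) of those seen by both RNA-Seq platforms. Among the ESKD-associated miRNAs, miR-378d lay at 1.34 times the median of its whole plasma library (under 2 times in 5 of 8), miR-378i at 2.50, miR-378g at 2.46, and miR-378a-3p at 2.27. Their log2 CPM followed the library median, with r 0.760 to 0.831 and adjusted p 0.0887 to 0.140 over 17 exact permutation tests, none past the threshold.

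In RNASeq_1, 31 pairs of miRNAs had near-identical counts, against 22 by RNASeq_2, 2 in whole plasma, and 0 in extracted RNA by EdgeSeq. Mature miRNAs too alike in sequence would have like counts by RNASeq_2 too, but 10 of 13 pairs differed more than 2-fold there, which argues against this for those pairs. Reads counted on both of 2 overlapping hairpins may account for most of them: 63.3% (19 of 30 annotated pairs) came from overlapping hairpins, against 0% of 1000 random pairs, 5 from the same hairpin, and 6 from hairpins apart. The smaller members held 31.8% of the counts. No biological explanation was tested.

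Libraries with the same number resembled each other between platforms on average, and not in every individual. Of the 8 whole plasma libraries, 3 had their highest r with the same number in each comparison, and of the extracted RNA libraries 6 by EdgeSeq, 3 by RNASeq_1, and 4 by RNASeq_2 had theirs with whole plasma of the same number. Among the extracted RNA platforms these were 6 and 7 libraries of EdgeSeq and RNASeq_1, 5 and 4 of EdgeSeq and RNASeq_2, and 6 and 7 of RNASeq_1 and RNASeq_2. For replicate 8, r was 0.0692, 0.0584, and 0.0751 in the same order, the lowest of the 8 each time. Its whole plasma gave -0.128 with extracted RNA by EdgeSeq, but its highest r with the same number by RNASeq_1 (0.187) and RNASeq_2 (0.119). Under a mislabelled sample another pairing would give a higher mean correlation. Between the extracted RNA platforms 1 of 40320 pairings, the labelled one, was as high in each comparison, which argues against labels exchanged at large. For single libraries a mislabelled sample and a weak likeness cannot be told apart. The best other pairing by EdgeSeq and RNASeq_2, which moves 4 individuals, replicate 8 among them, had a mean r of 0.2594 against 0.2603. With whole plasma, 98, 1872, and 10 pairings were as high as the labelled one by EdgeSeq, RNASeq_1, and RNASeq_2. The best other pairing there was higher than the labelled one, with a mean r of 0.304, 0.141, and 0.0988 against 0.240, 0.0664, and 0.0879. It moved replicates 1 and 6 each time, and replicate 6 had r 0.0337, -0.141, and 0.00726 with its own number.

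The erythrocyte list (miR-451a, miR-16-5p, miR-486-5p, and miR-144-3p, all detectable on each platform) held on average 4.40% (median 2.31%, 0.247% to 21.5%) of the counts in whole plasma, 7.93% (median 6.66%, 1.31% to 18.3%) in extracted RNA by EdgeSeq, 14.3% (median 10.4%, 4.55% to 34.3%) by RNASeq_1, and 9.79% (median 5.77%, 2.86% to 24.0%) by RNASeq_2. The mean in whole plasma rests largely on replicate 8, the library with the lowest total there. The share by RNASeq_1 is mostly miR-486-5p (125034 CPM), whose counts nearly equal those of miR-486-3p on that platform. The log2 difference of miR-451a from the haemolysis reference miR-23a-3p was 2.77 (SD 1.31), 1.64 (2.00), 1.05 (1.94), and 2.07 (2.20) in that order. Of its 6 correlations between platforms over the individuals, whole plasma with extracted RNA by EdgeSeq gave r 0.789 (exact two-sided p 0.0224, rho 0.810 with exact p 0.0218, r 0.722 without the 2 farthest, adjusted p 0.109), EdgeSeq with RNASeq_2 in extracted RNA gave r 0.768 (exact p 0.0364, rho 0.643 with exact p 0.0962, r 0.734 without the 2 farthest, adjusted p 0.109), and none passed the threshold after adjustment. No explanation was tested for these values.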
